# LncRNA RP11-19E11 is an E2F1 target required for proliferation and survival of basal breast cancer

**DOI:** 10.1038/s41523-019-0144-4

**Published:** 2020-01-06

**Authors:** A. Giro-Perafita, L. Luo, A. Khodadadi-Jamayran, M. Thompson, B. Akgol Oksuz, A. Tsirigos, B. D. Dynlacht, I. Sánchez, F. J. Esteva

**Keywords:** Breast cancer, Predictive markers, Non-coding RNAs, Tumour heterogeneity

## Abstract

Long non-coding RNAs (lncRNAs) play key roles in the regulation of breast cancer initiation and progression. LncRNAs are differentially expressed in breast cancer subtypes. Basal-like breast cancers are generally poorly differentiated tumors, are enriched in embryonic stem cell signatures, lack expression of estrogen receptor, progesterone receptor, and HER2 (triple-negative breast cancer), and show activation of proliferation-associated factors. We hypothesized that lncRNAs are key regulators of basal breast cancers. Using The Cancer Genome Atlas, we identified lncRNAs that are overexpressed in basal tumors compared to other breast cancer subtypes and expressed in at least 10% of patients. Remarkably, we identified lncRNAs whose expression correlated with patient prognosis. We then evaluated the function of a subset of lncRNA candidates in the oncogenic process in vitro. Here, we report the identification and characterization of the chromatin-associated lncRNA, RP11-19E11.1, which is upregulated in 40% of basal primary breast cancers. Gene set enrichment analysis in primary tumors and in cell lines uncovered a correlation between RP11-19E11.1 expression level and the E2F oncogenic pathway. We show that this lncRNA is chromatin-associated and an E2F1 target, and its expression is necessary for cancer cell proliferation and survival. Finally, we used lncRNA expression levels as a tool for drug discovery in vitro, identifying protein kinase C (PKC) as a potential therapeutic target for a subset of basal-like breast cancers. Our findings suggest that lncRNA overexpression is clinically relevant. Understanding deregulated lncRNA expression in basal-like breast cancer may lead to potential prognostic and therapeutic applications.

## Introduction

Breast cancer is the most frequently diagnosed malignancy in women worldwide and is the second leading cause of cancer-related death in the United States.^1^ Expression of the estrogen receptor (ER), progesterone receptor (PR), and amplification of the *HER2* gene define the main breast cancer subtypes in terms of prognostic and therapeutic intervention. Gene expression profiling based on complementary DNA (cDNA) microarrays led to the classification of breast cancer into distinct subtypes, with separate prognostic and treatment implications: luminal A (LA), luminal B (LB), basal-like (BL), and Her2-enriched (HER2).^2,3^ The PAM50 assay measures the messenger RNA (mRNA) expression levels of 50 genes that can classify breast cancers into the same subtypes. Triple-negative breast cancer (TNBC), defined as lacking expression of ER/PR/HER2 receptors, represents 15–20% of breast cancer, and it is associated with the highest probability of relapse among breast cancer subtypes despite local treatments and cytotoxic chemotherapy.^4^ The majority of TNBCs are classified as BL and vice versa, with an overlap between the two classifications of ~80%.^5^ The broad heterogeneity of TNBC, both inter- and intra-tumoral, has contributed to the difficulties in successfully treating it. Indeed, gene expression profiling performed in triple-negative breast cancers displayed six independent clusters with specific ontology, including two BL (BL1 and BL2), immunomodulatory (IM), mesenchymal, mesenchymal stem-like (MSL), and luminal androgen receptor (LAR)^6^ subtypes.

With the development and improvement of genomic sequencing with high-throughput technologies, we have learned that while most of the genome is transcribed (96–98%), ~2% of these transcripts encode for proteins.^7^ Although most of these non-coding transcripts have been considered junk DNA historically, in the past few decades, non-coding RNAs have been implicated in a variety of normal biological processes and disease states.^8,9^ Furthermore, the number of non-coding elements increases more rapidly than protein coding genes (PCG) with increasing organismal complexity.^10^ In addition, a high proportion of disease-related genetic variants identified with genome-wide association studies (GWAS) map to non-coding regions, suggesting a biological role for these transcripts in health and disease.^11^

Long non-coding RNAs (lncRNAs) are a large and diverse class of non-coding RNA transcripts with a length ≥200 nucleotides. LncRNA expression has been implicated in a variety of biological processes, ranging from development and cell cycle control to apoptosis and carcinogenesis.^8,9^ Emerging lncRNA functional mechanisms are diverse and versatile; lncRNAs may act as guides, decoys, or scaffolds for chromatin modeling complexes, regulate post-transcriptional mRNA decay, or act as sponges for miRNA and regulate mRNA splicing, among other functions.^12^ We and others have shown that the lncRNA landscape in breast cancer is subtype-specific. Using unsupervised clustering analysis, lncRNA expression can classify breast cancers similarly to PCG expression.^13,14^ Additionally, accumulating evidence indicates that several lncRNAs are involved specifically in breast carcinogenesis.^13,15^

In the present study, we sought to identify clinically relevant lncRNAs deregulated specifically in basal-like breast cancer patients and then functionally evaluated a subset of these candidates in the oncogenic process in vitro and assessed their value as prognostic markers. We identified and characterized the chromatin-associated lncRNA, RP11-19E11.1, which is upregulated in 40% of basal primary breast cancers. Gene set enrichment analysis (GSEA) in primary tumors and in cell lines uncovered a correlation between RP11-19E11.1 expression level and the E2F oncogenic pathway. We show that this lncRNA is chromatin-associated and an E2F1 target, and its expression is necessary for cancer cell proliferation. Finally, we used lncRNA expression levels as a tool for drug discovery in vitro and identified PKC as a potential therapeutic target for a subset of BL breast cancers.

## Results

### Identification of clinically relevant lncRNAs overexpressed specifically in BL breast cancer

In order to identify lncRNAs that play a role in BL breast cancer, we used RNA-sequencing (RNA-seq) data from 1183 patients available in the The Cancer Genome Atlas (TCGA) database. We classified the tumors with available PAM50 molecular subtype annotation,^16^ obtaining a final cohort of 769 patients represented by 131 BL, 64 HER2, 404 LA, and 170 LB subtypes (Fig. 1a). We excluded 25 tumors initially classified as normal-like (NL) subtype for further analysis. We and others have previously shown that lncRNA expression reflects subtype specificity in breast cancer.^13,14,17^ Accordingly, t-SNE (t-distributed stochastic neighbor embedding) analysis of the top 500 lncRNAs expressed in patients showed a molecular subtype-based clustering for this cohort of patients, similar to the one obtained using marker genes, a mix between coding and non-coding genes (Fig. 1b, Supplementary Fig. 1a). Using differentially expressed gene analysis (DEseq analysis), we identified a subset of lncRNAs overexpressed in the BL subtype (>1.5-fold change) compared to normal tissue and other subtypes. To enrich for clinically relevant lncRNAs, we filtered out those with low baseMean (<0.5) expressed in fewer than 10% of the patients. To study their function in vitro, we analyzed the RNA-seq data of a panel of cell lines and selected those lncRNAs that were expressed in at least two BL breast cancer cell lines. To further restrict the list of potential lncRNAs overexpressed in BL breast cancer, we selected the genes that were highly expressed in BL breast cancer and minimally expressed in the other subtypes (cut-off was <15% of patients with FPKM (fragments per kilobase of exon model per million reads mapped) >1) (Fig. 1c, d). Interestingly, this produced a list of nine candidates, expression of which was sufficient to cluster the BL subtype tumors by t-SNE analysis (Supplementary Fig. 1b).

**Fig. 1:**
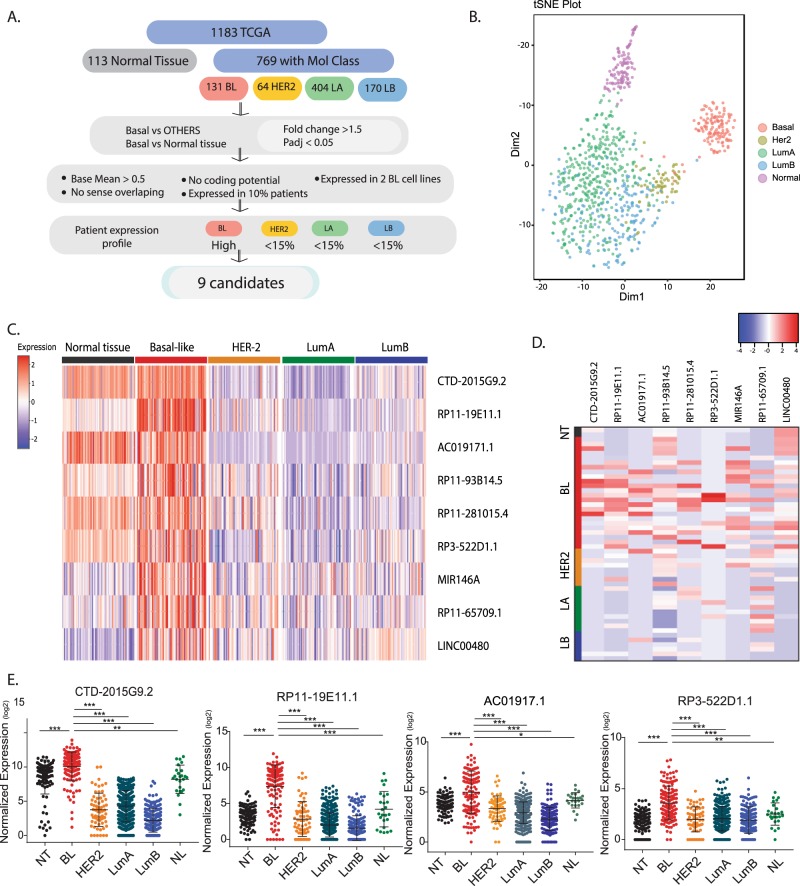
Identification of lncRNAs specific for the basal-like breast cancer subtype using patient data from the TCGA database. **a** Pipeline flow chart used to identify lncRNA candidates. **b** t-SNE plot originated from the expression of the 500 top-expressed lncRNA in patients. **c** Heatmap showing the expression of the nine lncRNA candidates in different breast cancer subtypes. **d** Heatmap showing the expression of the nine candidates in a panel of cell lines classified according to their molecular subtype. **e** Dot plot showing the levels of expression for each patient within the breast cancer subtypes for the lncRNA candidates selected. Mean ± SD are represented for each condition. *P < 0.05; **p < 0.01; ***p < 0.001 (ANOVA). NT normal tissue, BL basal-like, HER2 her2-enriched, LA luminal A, LB luminal B, NL normal-like.

### In vitro validation and functional screening of lncRNAs overexpressed in BL breast cancer

To study potential roles of these lncRNAs in tumor growth or cancer progression using in vitro models, we analyzed their levels in cell lines representing different molecular subtypes of breast cancer with Quantitative reverse transcription PCR (qRT-PCR). We selected for further studies those lncRNAs showing detectable levels by qRT-PCR and overexpression (OE) of at least ten-fold in at least two BL cell lines compared to other subtypes of cancer and/or normal breast cell lines. LncRNAs CTD-2015G9.2, RP11-19E11.1, AC01917.1, and RP3-522D1.1 fulfilled these criteria, and since their expression patterns in cell lines mirrored those observed in patients, they were selected for further functional studies (Figs 1e and 2a). We next examined the localization of these lncRNAs as this could provide insight into their potential functions. Three of the four candidates showed mostly cytoplasmic localization (similar to glyceraldehyde 3-phosphate dehydrogenase (GAPDH)), while RP11-19E11.1 exhibited strong nuclear localization, similar to levels observed for nuclear non-coding RNA (ncRNA) controls, MALAT-1 and 7SK. (Fig. 2b). Using the patient survival data available in TGCA, we asked whether any of our candidates would behave as a prognostic marker. We divided the patients into high and low expression groups for each of the four candidates and performed log-rank test (Supplementary Fig. 2). Patients with higher levels of the lncRNA AC01917.1 had somewhat better survival profiles (*p* value 0.035), whereas patients with high levels of RP11-19E11.1 exhibited poor survival outcomes (*p* value 0.041). We then asked if any of these lncRNAs played a role in cancer cell growth and migration. To assess this, we designed small interfering RNAs (siRNAs) for the cytoplasmic lncRNAs and locked nucleic acid (LNA) GapmeRs (LNAs) to knock down the nuclear lncRNA. Initially, we measured cell viability after transcript knock-down using two different cell lines that overexpressed the lncRNA candidates (Fig. 2c, d). Of note, viability was reduced in all cell lines depleted of CTD-2015G9, RP11-19E11.1, or RP3-522D1.1, but there was no effect observed after knock-down of AC01917.1. We therefore tested whether this lncRNA might be important in cell migration and/or invasion (Fig. 2e) and found that knock-down of AC01917.2 in two different cell lines impaired migration and invasion in Boyden chamber migration assays.

**Fig. 2:**
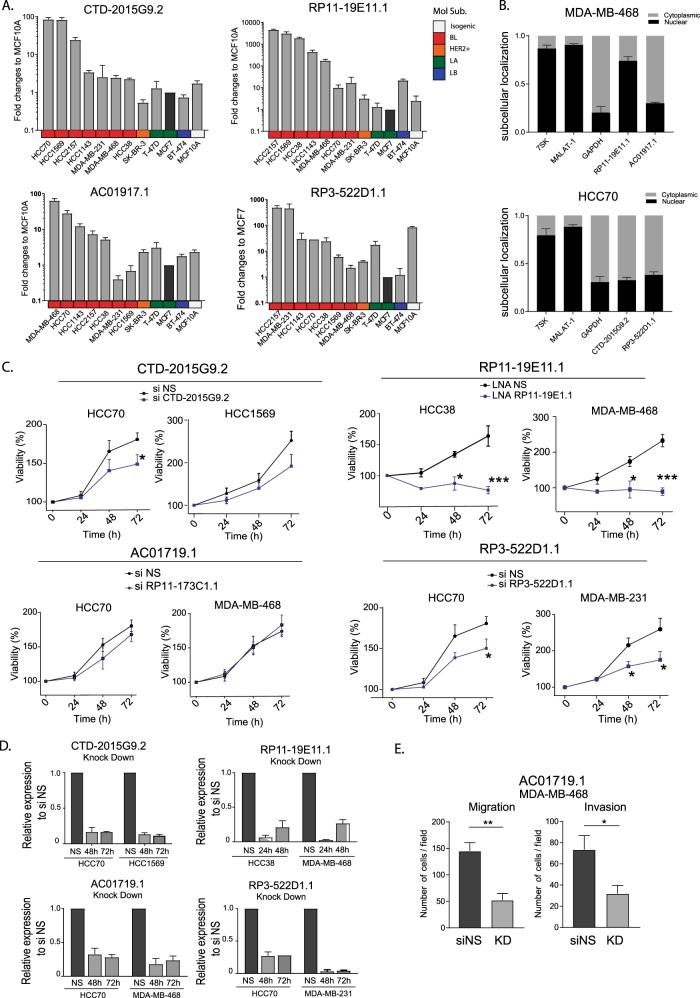
In vitro validation and functional screening of lncRNA candidates. **a** RNA expression obtained by qRT-PCR for four of the lncRNA candidates in a panel of cell lines. MCF7 cell line was used as reference. **b** Subcellular localization of the lncRNA candidates assessed by qRT-PCR after nuclear–cytoplasm fractionation. **c** Viability assays (MTT) after knock-down (siRNA 20 nM or LNA 50 nM) in two different cell lines for each of the lncRNA candidates at different time points. **d** RNA levels of the lncRNA candidates after knock-down in two cell lines at 48 and 72 h after transfection. **e** Migration and invasion in the MDA-MB-468 cell line after lncRNA AC01719.1 knock-down. Experiments were performed at least three times in triplicate. Data are presented as mean ± SEM. *P < 0.05; **p < 0.01; ***p < 0.001 (two-tailed unpaired *t* test).

Thus, our studies indicate that we have identified a small group of lncRNA candidates with BL subtype-specific expression in both patients and cell lines. Importantly, our ability to cluster BL tumors based on this profile suggests that these lncRNAs could have prognostic value and play a potential role in tumor development and carcinogenesis.

### Genetic characterization of the BL-specific and chromatin-associated lncRNA RP11-19E11.1

The nuclear lncRNA, RP11-19E11.1, is overexpressed in 40% of BL patients. We showed that cell viability was strongly impaired after knock-down and that patients with high levels of this lncRNA have a poor prognosis. Therefore, we sought to characterize its potential function in depth and focused on this lncRNA in the remainder of our study.

RP11-19E11.1 is an intragenic lncRNA. The annotation for this lncRNA identified two variants of the transcript with different 5′ and 3′ ends (Fig. 3a). In order to verify the authentic 5′ and 3′ ends of this lncRNA, we performed 5′ and 3′ rapid amplification of cDNA ends (RACE) using the nuclear fraction of a cell line that highly expresses this lncRNA (HCC2157). Our results showed that in contrast with previous annotations, variants 1 and 2 (V1 and V2) share the same 3′ end (Fig. 3a). Further, we were not able to detect any transcripts with the 5′ end of annotated V2, while two different isoforms with the same introns as V2 shared the 5′ end of V1 (Fig. 3a). Sequencing results of the RACE clones showed that all the variants incorporated 85 additional nucleotides at the 5′ end of the annotated V1.

**Fig. 3:**
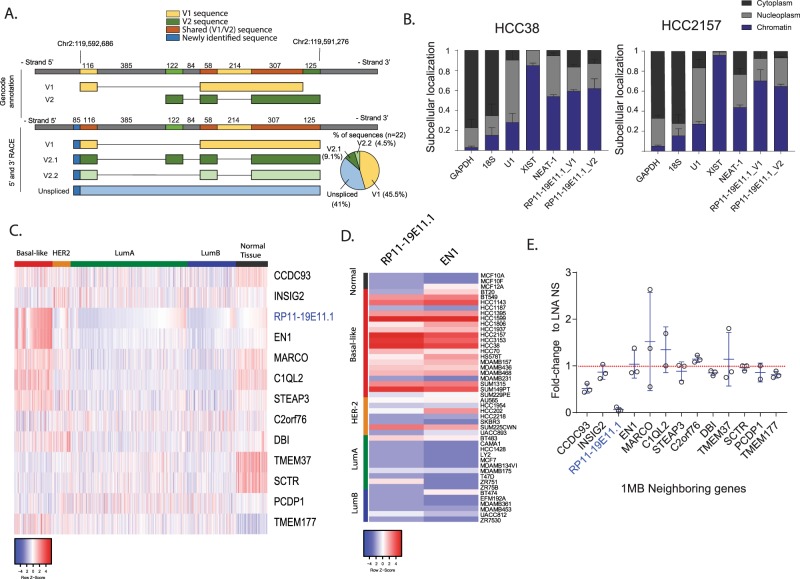
LncRNA RP11-19E11.1 transcript characterization. **a** Scheme representing 5′ and 3′ RACE results for the three main variants identified. **b** Subcellular localization of V1 and V2 assessed by qRT-PCR after nuclear–cytoplasm fractionation and chromatin precipitation. Data are presented as mean value ± SEM. **c** Heatmap of the expression of 1 Mb neighboring genes of lncRNA RP11-19E11.1 in TCGA patients. **d** Heatmap of the expression of RP11-19E11.1 and EN1 in a panel of cell lines. **e** Dot plot showing the expression levels of RP11-19E11.1 neighboring genes for each cell line. For each gene mean ± SD is represented. Value not shown for those genes in which expression was below detection level. Experiments were performed at least three times in triplicate.

We next explored whether this lncRNA is associated with chromatin, as many nuclear lncRNAs have been reported to play a role in chromatin remodeling or transcriptional regulation, among other functions.^18,19^ Our results clearly indicated chromatin association, similar to Neat-1 or Xist, used as controls for both V1 and V2 (Fig. 3b). Nuclear lncRNAs can regulate expression of neighboring genes *in cis*. To investigate this hypothesis, we plotted a heatmap for the expression of all genes found in a 1 Mb window around the lncRNA (Fig. 3c). Strikingly, we observed a near-perfect correlation in expression between RP11-19E11.1 and EN1, a neural-specific transcription factor localized ~13 kb away that was implicated in basal-like breast cancer.^20^ This correlation was also observed in multiple cell lines (Fig. 3d). However, after knock-down of the lncRNA, we did not observe a significant change in the expression of neighboring genes, including EN1 (Fig. 3e). Moreover, knock-down of EN1 did not significantly change RP11-19E11.1 expression (Supplementary Fig. 3a). 

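The 12 neighboring genes of Fig. 3e were measured by RNA-seq after knock-down of the lncRNA with LNA1 and LNA2 in the basal-like breast cancer lines MDA-MB-468, SUM149PT and HCC38, with 2 libraries per group, against cells given a non-targeting LNA (LNA NS). Of these genes, 10 had enough counts to be tested. On average over the 3 lines, 5 fell, 1 rose and 4 did not pass the test, with the same numbers when adjusted over the list alone. EN1, a homeobox transcription factor on chromosome 2 of GRCh37 from 119599747 to 119605224, had a mean log2 fold change of 0.03 (standard error 0.0839, adjusted p = 0.858 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HCC38, EN1 rose from 58.3 ± 4.63 to 81.0 ± 7.42 CPM (TMM-normalized, mean ± SD, n = 2 libraries each), a log2 fold change of 0.47 (adjusted p = 0.017 from the same edgeR test). This call was lost without LNA NS replicate 1 or knock-down replicate 2 of that line. Its log2 fold change was −0.19 in MDA-MB-468 (adjusted p = 0.347) and −0.20 in SUM149PT (adjusted p = 0.317), and the 3 lines differed from each other (adjusted p = 0.028 from edgeR's test of the interaction). CCDC93, a subunit of an endosomal sorting complex, fell in each line, with log2 fold changes of −1.19 in MDA-MB-468, −0.65 in SUM149PT and −1.04 in HCC38 and a mean of −0.96 (standard error 0.0689, adjusted p = 1.3e-08 from the edgeR test). The gene lies on chromosome 2 from 118673054 to 118771709. In HCC38 its level went from 97.6 ± 9.02 to 47.4 ± 6.81 CPM (SD, n = 2 each). MARCO, a macrophage scavenger receptor, moved in opposite directions: it fell in MDA-MB-468, from 4.76 ± 0.485 to 2.64 ± 0.158 CPM (n = 2 each, edgeR adjusted p = 0.0037), and rose in SUM149PT, from 1.64 ± 0.351 to 4.39 ± 0.508 CPM (n = 2 each, edgeR adjusted p = 2.0e-04). MARCO had a log2 fold change of 0.46 in HCC38, which did not pass. Its mean of 0.35 (0.27 to 0.42 without 1 library) was the 1 rise on average. STEAP3, a metalloreductase of iron uptake, fell in MDA-MB-468, with a log2 fold change of −0.61, against 0.01 in SUM149PT and 0.02 in HCC38 (adjusted p = 0.0022 for the difference between lines). The mean log2 fold changes of TMEM177 (−0.29), DBI (−0.22) and INSIG2 (−0.21) also passed, the last at an adjusted p of 0.072 that several other settings end. C2orf76 (0.20) did not pass, except in 1 of the 12 fits without 1 library. TMEM37 did not pass either. It was near 0 counts in SUM149PT, and its mean of 0.10 ranged from −0.50 to 1.56 in those fits. In MDA-MB-468, C1QL2 had 336 counts after knock-down and 171 with LNA NS. This is a ratio of 1.69 with a 95% counting interval of 1.41 to 2.05 (edgeR adjusted p = 0.071, a call lost in 3 of the 12 fits without 1 library). It had 13 and 0 counts in HCC38 and none in SUM149PT. As a list, the neighboring genes did not stand apart from the other genes (adjusted p = 0.397 from camera, and adjusted p = 0.578 with an estimated correlation).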

We also noted that OE of both transcripts was not due to an amplification of this region on the chromosome (cBioportal). Since both promoters of RP11-19E11.1 and EN1 are enriched for CpG islands, we speculated that the observed co-OE could be due to deregulation of DNA methylation in the promoter of these two transcripts. Using TCGA methylation data, we found that the percentage of methylated CpG islands in this region was significantly lower for triple-negative patients than the other subtypes of cancer or normal tissue (Supplementary Fig. 3b). DNA methylation is an essential layer of regulation in mammalian genomes, controlling several biological processes, including development. Patterns of DNA methylation are profoundly altered in cancer, both by suppressing the transcription of tumor suppressor genes by promoter hypermethylation and by activating gene transcription due to global hypomethylation.^21^ Our data suggest that expression of RP11-19E11.1 could be deregulated in a subset of basal tumors as a result of hypomethylation of a large chromosomal region that includes this lncRNA. Since all RP11-19E11.1 transcripts identified show nuclear localization and chromatin association, we propose that the function of this lncRNA is linked to regulation of chromatin-associated processes.

### Patients with high RP11-19E11.1 show specific oncogenic signature

Since patients with high levels of RP11-19E11.1 have a poorer prognosis than those exhibiting lower expression, we asked if patients that overexpress RP11-19E11.1 share a specific oncogenic signature. To that end, we compared BL patients with high and low RP11-19E11.1 expression (1Q vs. 4Q, *n* = 33 for each group) using GSEA (Fig. 4a). Intriguingly, patients with high levels of RP11-19E11.1 showed significant downregulation of the hallmark phosphatidylinositol-3-kinase/Akt/mammalian target of rapamycin signaling pathway and upregulation of the RB/E2F oncogenic pathway (Fig. 4b, c). We then evaluated if there was any alteration in some of the principal effectors of this axis commonly deregulated in cancer (RB, E2F, CDKN2A, CCDN1, CDK4) by amplification, deletion, or mutation that could be associated with the expression pattern of the lncRNA^22^ (Fig. 4d). Deregulation of this pathway is known to be prevalent in breast cancer and is connected to poor outcome.^23^ We did not find significant differences between patients with high and low RP11-19E11.1 in the prevalence of any gene alterations that can activate these pathways (Fig. 4d, e). As patients with high RP11-19E11.1 show a specific oncogenic signature, we analyzed whether the expression of this lncRNA was restricted to a unique TNBC molecular subtype, as defined by another well-established classification scheme.^6,24^ The stratification of 102 TNBC patients in these six different subtypes showed a significant enrichment of RP11-19E11.1 in the BL1 subtype (Fig. 4f). The BL1 is a subtype enriched in cell cycle and cell division components and pathways, showing increased proliferation and cell cycle check point loss. These results align well with our GSEA analysis. Furthermore, we also observed that this lncRNA was also highly expressed in the subtypes IM and mesenchymal, both subtypes having highly proliferative phenotypes compared to BL2, MSL, or LAR.

**Fig. 4:**
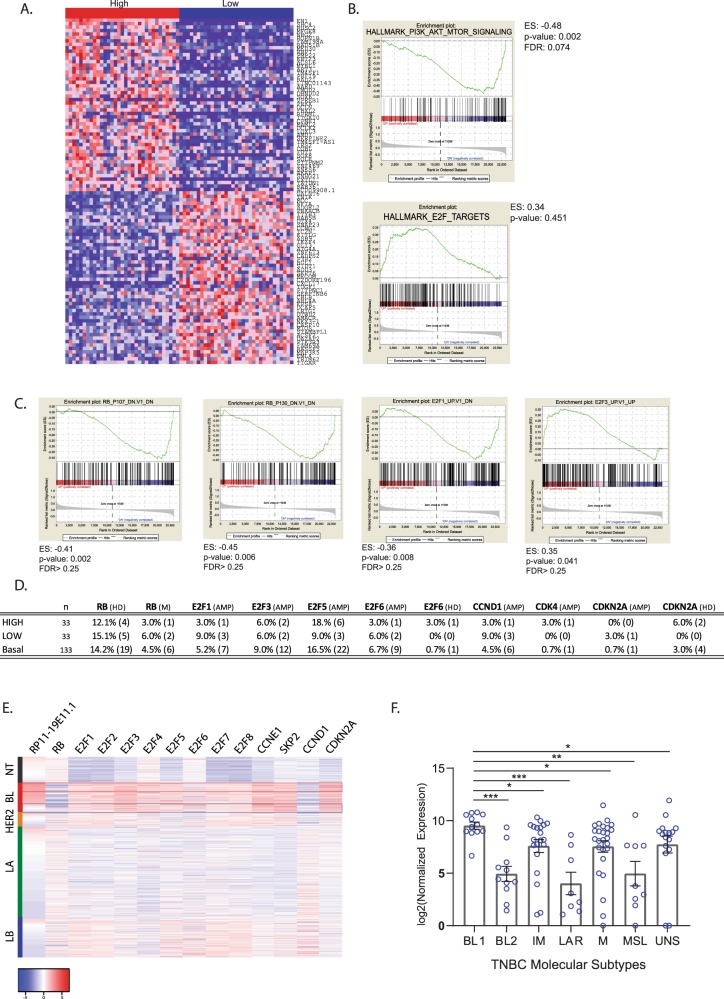
GSEA analysis of basal-like patients with high (*n* = 33) vs. low (*n* = 33) expression levels of RP11-19E11.1. **a** Heatmap of top and bottom ranked genes in patients with high and low RP11-19E11.1. **b** GSEA enrichment results for hallmark repository. **c** GSEA enrichment results for Oncogenic pathways. **d** Gene alteration in E2F axis in patients with high (*n* = 33) or low (*n* = 33) RP11-19E11.1 levels or within the basal-like subtype (labeled as basal). **e** Heatmap of E2F- and E2F-regulated genes in breast cancer subtypes. **f** Dot plot showing the expression of RP11-19E11.1 for each patient within the molecular subtypes identified by Vanderbilt classification in 102 TNBC patients from TCGA (Mann–Whitney test). Mean ± SEM is presented for each condition. *P < 0.05; **p < 0.01; ***p < 0.001. HD homodeletion, M mutation, AMP amplification.

These results suggest that factors other than genetic background trigger the E2F oncogenic signature and that this signature correlates with poor prognosis in BL breast cancer.

### lncRNA RP11-19E11.1 knock-down induces cell cycle arrest and apoptosis

We extended our analysis of a panel of BL cell lines to study the levels of both variants of the lncRNA RP11-19E11.1. We also performed viability assays (MTT, 3-(4-5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide) with two different LNAs separately, targeting different regions and variants of this lncRNA in two different cell lines, HCC38 (viability at 72 h for LNA2 vs. LNA NS *p* value 0.017, for LNA3 vs. LNA NS *p* value < 0.001) and SUM149PT (viability at 72 h for LNA2 vs. LNA NS *p* value 0.002, for LNA2 vs. LNA NS *p* value < 0.001) (Fig. 5a, b). We found that knock-down was most efficient 18 h after transfection (>90% for LNA3, ~80% for LNA2). In addition, we observed that both variants were down-regulated after knock-down, irrespective of which LNA was used, suggesting that they could target the unspliced transcript (Supplementary Fig. 4). We next performed RNA-seq after transfection of LNAs targeting RP11-19E11.1 in three cell lines. 

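The lncRNA was lower in every library given LNA1 and LNA2. In MDA-MB-468 its level was 0.703 ± 0.130 CPM with LNA NS and 0.0233 ± 0.000373 CPM after knock-down (mean ± SD, n = 2 libraries each). This low level rests on 52 counts in the LNA NS libraries and 2 counts in the knock-down libraries, a ratio of 0.0332 with a 95% counting interval of 0.00391 to 0.126. In SUM149PT it fell from 10.9 ± 0.388 to 0.496 ± 0.113 CPM, and in HCC38 from 14.8 ± 0.349 to 1.76 ± 0.399 CPM (n = 2 each). The log2 fold changes were −4.75 (standard error 0.546), −4.41 (standard error 0.232) and −3.09 (standard error 0.195), with adjusted p = 3.7e-06, 6.6e-09 and 3.5e-08 from edgeR's quasi-likelihood test, and they differed between the lines (adjusted p = 0.011 from the same tool). 

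**Figure D1:**
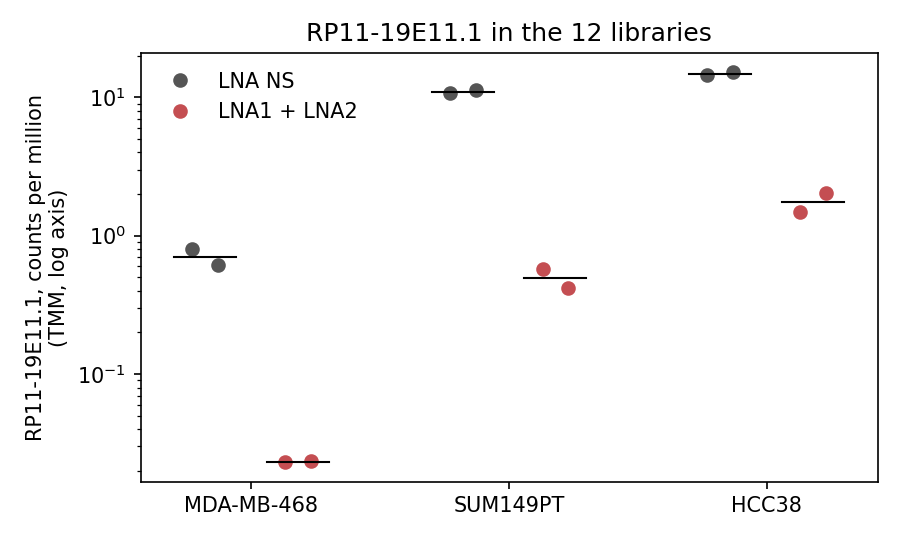
The lncRNA in each of the 12 RNA-seq libraries, in CPM normalized by TMM on a log axis, by cell line and treatment. Points are single libraries and bars the mean of the 2 libraries of a group; each knock-down library lies below both LNA NS libraries of its line, from 14.8 to 1.76 CPM in HCC38 and from 0.703 to 0.0233 CPM in MDA-MB-468.

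The gene of the lncRNA (ENSG00000258910, annotated as LINC01956) lies on chromosome 2 of GRCh37 from 119524541 to 119592686 on the minus strand. LNA GapmeRs are short antisense oligonucleotides with locked nucleic acid ends that direct RNase H to the RNA they pair with. LNA1 (CGTGGTCCCGGAGAAA) is complementary to the RNA at 119591526 to 119591541 and LNA2 (CGGAGAAAAGGAAGTG) at 119591534 to 119591549, so the sites overlap, and both lie in an exon. The RNA around them, from 119591486 to 119591589 and read 5′ to 3′, is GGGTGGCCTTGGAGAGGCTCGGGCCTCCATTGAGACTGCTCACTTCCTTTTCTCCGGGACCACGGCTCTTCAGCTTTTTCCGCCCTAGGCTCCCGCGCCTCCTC as DNA letters. LNA3, which was not part of the RNA-seq, matches 119591843 to 119591858, in an intron of this annotation. LNA1 also matches chromosome 12 from 6125740 to 6125755 without a mismatch, inside an exon of VWF but on the strand opposite to its RNA, and VWF had too few counts to be tested. Cells were collected 24 h after transfection at 50 nM, with the medium replaced after 6 h, and polyadenylated RNA was made into strand-specific libraries. Reads were aligned to GRCh37 (hg19), by STAR according to the methods of the paper and by TopHat2 2.0.13 according to the submitters' processing notes, and counted per Ensembl gene with HTSeq 0.6.0. The libraries held 36675734 and 37509863 gene counts in MDA-MB-468 with LNA NS and 42925325 and 41866542 after knock-down. In SUM149PT they held 38929741 and 32187835 with LNA NS and 56191152 and 34169578 after knock-down, and in HCC38 45544488 and 48229126 with LNA NS and 51819824 and 35415688 after knock-down. The 2 libraries of each group differed by more than sampling noise (chi-square of 19.9 to 36.3 per degree of freedom). The paper states in general that experiments were repeated, but the sources used here do not say whether the libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. From the deposited counts, 21325 of 63677 genes passed edgeR's filter on low counts. They were normalized by TMM and fitted together with a mean for each of the 6 groups of cell line and treatment, which leaves 6 residual degrees of freedom. Knock-down was compared with LNA NS within each line, on average over the 3 lines, and between the lines.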

489 genes were commonly deregulated in all three cell lines (fold-change >2 and false discovery rate <0.1, Fig. 5c). 

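At an adjusted p under 0.1 and a change of more than 2-fold, the thresholds of Fig. 5c, 642 genes were deregulated in all 3 lines by edgeR's quasi-likelihood test. Of these, 253 rose in each line, 382 fell in each line and 7 moved in different directions. Independent lists of these sizes would share 42.8 genes. MDA-MB-468 had 4306 deregulated genes (1965 up, 2341 down), SUM149PT 2265 (1345 up, 920 down) and HCC38 1997 (1057 up, 940 down). The genes that fell in all lines were long, with a median span of 149086 bp against 21770 bp for all genes tested and 11546 bp for those that rose. Protein-coding genes made up 336 of the shared falls and 179 of the shared rises. Among the largest shared falls, USP40, a deubiquitinase, had a mean log2 fold change of −2.89 (standard error 0.0617, adjusted p = 1.7e-13 from the same edgeR test). EPB41L4B, a membrane-cytoskeleton linker, fell by 3.06 on the log2 scale, VAC14, a scaffold of phosphoinositide kinase signaling, by 2.97, EXOC4, a subunit of the exocyst, by 2.96, and NCBP1, the large nuclear cap-binding protein, by 2.81. The introns of these 5 genes hold a site with 1 mismatch to LNA2 on the transcribed strand. It lies on chromosome 9 from 112026809 to 112026824 in EPB41L4B (C1A), on chromosome 16 from 70761568 to 70761583 in VAC14 (C1A), and on chromosome 9 from 100422265 to 100422280 in NCBP1 (C1A). It lies on chromosome 7 from 133662928 to 133662943 in EXOC4 (G2A) and on chromosome 2 from 234462819 to 234462834 in USP40 (G16T), where the base of LNA2 comes first and positions count from 1 at its 5′ end. FARS2, the mitochondrial phenylalanine-tRNA ligase, fell by 2.86 and holds a 14-nt match to LNA2 in an intron. ZDHHC11, of the palmitoyltransferase family, fell by 4.03, CLYBL, a mitochondrial lyase, by 2.77 and C16orf74 by 2.75, without a match of this length. Among the genes that rose, PYGM, the muscle glycogen phosphorylase, had the largest mean log2 fold change, 4.49 (standard error 0.138, adjusted p = 2.0e-12 from the edgeR test). It was followed by HCLS1, a cortactin relative of blood cells (4.24), the growth factor FGF18 (3.94), RAPSN, which clusters acetylcholine receptors (3.82), and the mitochondrial carrier SLC25A34 (3.71). Next came the amine oxidase AOC3 (3.47), IL1RL1, the receptor of interleukin-33 (3.37), the glutamate receptor GRM2 (3.19), DISP3 (3.19) and GCNA (3.06). These genes were low with LNA NS, with means of 0.157 CPM for FGF18 to 2.77 CPM for AOC3 and 6 of the 10 below 1 CPM. Apart from IL1RL1 and DISP3, each has an expressed gene on the same strand that ends within 20 kb upstream. In 6916 genes the size of the change differed between lines (adjusted p under 0.1 from edgeR's interaction test), 290 of the shared genes among them. LOXL2, a collagen cross-linking oxidase, fell by 4.23 on the log2 scale in MDA-MB-468, by 2.01 in SUM149PT and by 0.80 in HCC38 (adjusted p = 5.8e-09 for the difference between lines). The interleukin-12 receptor chain IL12RB2 had log2 fold changes of 5.10 in MDA-MB-468 and 4.33 in SUM149PT against −0.10 in HCC38 (adjusted p = 5.4e-06 for the difference). FES, a tyrosine kinase, had 4.49, 4.28 and 0.49 in the same order (adjusted p = 1.2e-05). FAM83E rose by 1.01 in MDA-MB-468, 3.07 in SUM149PT and 4.32 in HCC38 (adjusted p = 6.7e-05 for the difference). The synaptic vesicle protein SV2A had log2 fold changes of 4.73, 0.58 and 0.47 (adjusted p = 7.1e-05), the last 2 with calls lost in part of the fits without 1 library. With at least 10 counts required in every library, which leaves out genes silent in one group, 416 genes were shared.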

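To describe groups of genes, 25 lists of pathway members and cell type markers were written from textbook knowledge, since the MSigDB collections were not used here. A gene of a list rose or fell when it had an adjusted p under 0.1 from edgeR's quasi-likelihood test, with no limit on the fold. Each of the 24 lists with at least 3 measured members was compared with the other genes by camera, a competitive test of gene sets, with Benjamini-Hochberg adjustment over the lists. Camera was run with a preset correlation of 0.01 between the genes of a list and again with the correlation estimated from the data. With the estimated correlation, no list passed at an adjusted p under 0.1 in any line or on average. Genes with the E2F motif were taken from the genome as protein-coding genes with TTTSSCGC (S for C or G) on either strand between 300 bp upstream and 100 bp downstream of their annotated start.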

In order to identify the main pathways that may be linked to the lncRNA function, we performed GSEA analysis and evaluated enrichment of oncogenic pathways and transcription factor motifs in deregulated genes. 

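Of the genes of DNA replication and S phase entry that E2F factors activate, more fell than rose after knock-down. Of 67 measured members of the list of E2F G1/S and replication targets, 43 fell, 8 rose and 16 did not pass on average over the 3 lines, with 44 falling and 8 rising when adjusted over the list alone. The median log2 fold change was −0.28. The list lay below the other genes (adjusted p = 2.8e-05 from camera, and adjusted p = 0.283 with an estimated correlation). In MDA-MB-468, 32 members fell and 16 rose (camera adjusted p = 0.0077, and adjusted p = 0.466 with an estimated correlation). SUM149PT had 32 that fell and 7 that rose (adjusted p = 2.0e-04, and adjusted p = 0.436 with an estimated correlation), and HCC38 had 42 and 2 (adjusted p = 1.7e-06, and adjusted p = 0.325 with an estimated correlation). PRIM2, the large subunit of DNA primase, fell by 1.76 on the log2 scale on average (standard error 0.0778, adjusted p = 6.5e-11 from edgeR's quasi-likelihood test). The catalytic subunits of DNA polymerase epsilon, POLE, and alpha, POLA1, fell by 1.66 and 1.42, and POLA2, the second subunit of polymerase alpha, by 1.03 (edgeR adjusted p = 1.1e-10, 5.8e-10 and 5.0e-10). PRIM2 and POLA2 hold a 13-nt match to LNA2 on the transcribed strand of an intron, POLE a 13-nt match to LNA1, and POLA1 spans a long region of the X chromosome, from 24711990 to 25015103. SKP2, a ubiquitin ligase subunit of the cell cycle, had a mean log2 fold change of −0.16 (edgeR adjusted p = 0.038, a call lost in 2 of the 12 fits without 1 library), and cyclin E2 (CCNE2) one of −0.10 that did not pass (adjusted p = 0.419). Of 19 measured RB axis regulators, 9 fell, 3 rose and 7 did not pass, also when adjusted over the list alone, with a median of −0.13 (camera adjusted p = 0.045, and adjusted p = 0.283 with an estimated correlation). TFDP1, which encodes the dimer partner of E2F1, went from 348 ± 35.3 to 82.5 ± 2.51 CPM in MDA-MB-468, from 363 ± 11.3 to 131 ± 4.06 CPM in SUM149PT and from 192 ± 2.81 to 127 ± 4.32 CPM in HCC38 (SD, n = 2 each; mean log2 fold change −1.38, edgeR adjusted p = 1.0e-11). CDK6 (−0.85), the RB family member RBL2 (−0.67) and cyclin D3 (CCND3, −0.55) fell as well. RB1 itself had a mean log2 fold change of −0.26 that did not pass (standard error 0.158, edgeR adjusted p = 0.195, passing in 2 of those 12 fits, over which the mean ranged from −0.50 to 0.02). With the trend with gene length removed, a correction chosen after seeing the data, the RB1 mean became positive. RB1 was at 1.73 ± 1.09 CPM in MDA-MB-468 with LNA NS against 22.4 ± 1.31 in SUM149PT and 83.5 ± 3.36 in HCC38 (n = 2 each). The 825 tested genes with an E2F motif in the promoter did not stand apart from the 14271 others: 285 fell and 276 rose on average, with medians of −0.01 and 0.03 (p = 0.84 from camera, and p = 0.833 with an estimated correlation). By line, camera on the fit of all libraries (n = 12) gave these genes p = 0.852 in MDA-MB-468, 0.788 in SUM149PT and 0.563 in HCC38.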

Interestingly, our analysis showed that E2F/Rb oncogenic pathways and genes enriched for the E2F transcription factor motif were lost after RP11-19E11.1 knock-down (Fig. 5d). In contrast, gene sets that showed upregulation included the p53 pathway, ultraviolet (UV) response, and tumor necrosis factor-α signaling via nuclear factor-κB) (Fig. 5d).

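In the TNF, UV and p53 lists, more members rose than fell after knock-down in each line. Of 94 measured genes of the TNF-α and NF-κB response, 61 rose, 15 fell and 18 did not pass on average (62 and 15 when adjusted over the list alone), with a median log2 fold change of 0.43 (camera adjusted p = 3.9e-12, and adjusted p = 0.283 with an estimated correlation). Of 39 UV and stress response genes, 31 rose, 5 fell and 3 did not pass, also when adjusted over the list alone, with a median of 0.53 (camera adjusted p = 2.3e-11, and adjusted p = 0.283 with an estimated correlation). The list of p53 targets moved less, with 35 of 64 members rising, 15 falling and 14 not passing, the same when adjusted over the list alone, and a median of 0.23 (camera adjusted p = 0.0042, and adjusted p = 0.283 with an estimated correlation). The stress transcription factor ATF3, a member of the TNF and UV lists, had log2 fold changes of 1.75 in MDA-MB-468, 1.95 in SUM149PT and 1.91 in HCC38 (mean 1.87, standard error 0.0764, adjusted p = 2.9e-11 from edgeR's quasi-likelihood test). FOSB, a component of AP-1, had a mean of 2.17, the EGF receptor ligand HBEGF 1.67 and TNFAIP3, the A20 inhibitor of NF-κB, 1.50 (edgeR adjusted p = 8.7e-11, 3.0e-10 and 4.3e-11). In the UV list, PPP1R15A, which directs dephosphorylation of eIF2α, rose by 1.46 and ASNS, asparagine synthetase, by 1.45. Among p53 targets, PMAIP1 (NOXA) rose from 16.5 ± 0.374 to 51.1 ± 13.8 CPM in MDA-MB-468, from 23.1 ± 1.73 to 65.4 ± 8.77 CPM in SUM149PT and from 131 ± 13.5 to 296 ± 7.47 CPM in HCC38 (SD, n = 2 each; mean log2 fold change 1.43, edgeR adjusted p = 1.9e-09). The Ras relative RAP2B (0.97), the stress sensor SESN2 (0.89) and the phosphatase PTP4A1 (0.81) rose too. CDKN1A (p21) fell in MDA-MB-468, with a log2 fold change of −0.66. It had −0.06 in SUM149PT and 0.11 in HCC38, which did not pass (mean −0.21, edgeR adjusted p = 0.0056). In MDA-MB-468, 56 TNF, 29 UV and 31 p53 genes rose and 11, 2 and 12 fell (camera adjusted p = 4.7e-10, 6.2e-10 and 0.0032, and adjusted p = 0.275 for each with an estimated correlation). In SUM149PT, 51, 23 and 25 rose and 12, 3 and 5 fell (camera adjusted p = 2.2e-09, 3.4e-06 and 0.0090, and adjusted p = 0.261, 0.381 and 0.261 with an estimated correlation). In HCC38, 44, 24 and 19 rose and 11, 4 and 7 fell (camera adjusted p = 1.0e-09, 2.2e-11 and 0.023, and adjusted p = 0.196, 0.196 and 0.202 with an estimated correlation). The lists share members, so they are not independent of each other. 

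**Figure D2:**
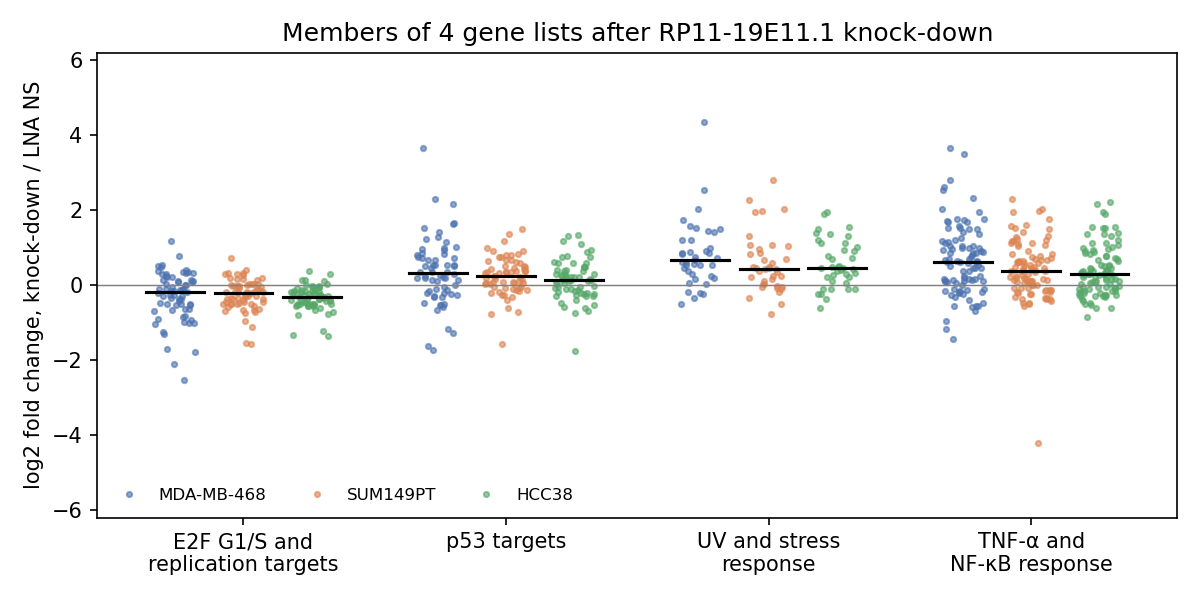
Log2 fold change of each measured gene (points) of the E2F target, p53 target, TNF-α/NF-κB and UV lists in MDA-MB-468, SUM149PT and HCC38, knock-down against LNA NS, with the median of each list as a bar. Over the 3 lines the medians are −0.28 for the E2F targets and 0.23, 0.43 and 0.53 for the p53, TNF and UV lists, and in each list single genes lie on both sides of 0.

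In light of the lost E2F/Rb gene sets and these upregulated sets, the paper goes on to measure DNA damage markers and p53 pathway proteins.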

**Fig. 5:**
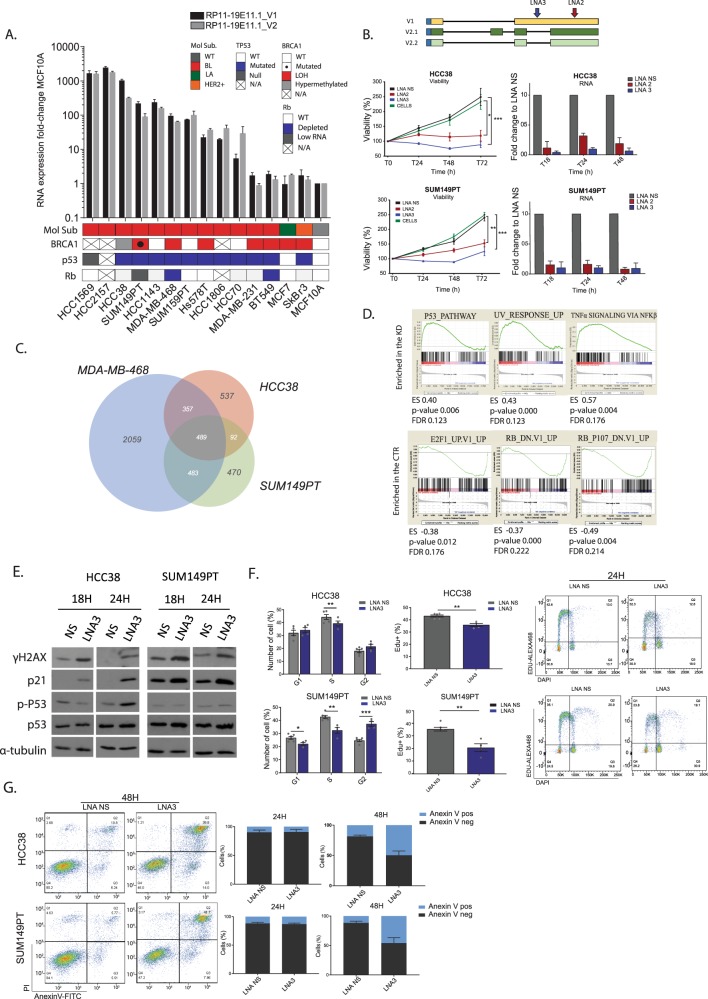
Functional characterization of lncRNA RP11-19E11.1. **a** RNA levels of both V1 and V2 assessed by qRT-PCR in a panel of basal-like cell lines. MCF10A was used as a reference. **b** Viability assay (MTT) in HCC38 and SUM149PT cell lines using two different LNAs with distinct target sites (LNA2/LNA3 25 nM). **c** Venn diagram of genes commonly deregulated (fold-change >2, false discovery rate (FDR) <0.1) in the three cell lines after 24 h of knock-down (LNA1 + LNA2 50 nM). **d** GSEA enrichment results for hallmark and oncogenic pathways after the knock-down of lncRNA RP11-19E11.1. **e** Protein analysis by WB of γH2AX, P53, p-P53, and p21 after 18 and 24 h after LNA3 transfection (25 nM). **f** Cell cycle analysis and EdU incorporation analysis (PI-EdU double staining) at 24 h after LNA3 transfection (25 nM) in HCC38 and SUM149PT cell lines. Each point represents a single measurement. **g** Annexin-V analysis after 24 and 48 h after LNA3 transfection (25 nM) in HCC38 and SUM149PT cell lines. Experiments were performed at least three times in triplicate. Data are presented as mean ± SEM. *P < 0.05; **p < 0.01; ***p < 0.001 (two-tailed unpaired *t* test).

In light of these transcriptomic changes, we analyzed DNA damage markers (γH2AX) and p53 pathway proteins by western blotting after RP11-19E11.1 knock-down. We observed substantial induction of γH2AX after 18 h. Also, p53 levels increased after the knock-down, in concert with its canonical target, p21/CDKN1A (Fig. 5e). Upregulation of other canonical p53 target genes, *GADD45* and *PMAIP1/Noxa*, was also observed after knock-down in both cell lines (Supplementary Fig. 5a). Accordingly, cell cycle analysis showed a concomitant decrease in the S-phase fraction in all cell lines (HCC38 *p* value 0.017, SUM149PT *p* value 0.002), and a G2/M phase block for SUM149PT cells (*p* value < 0.001), confirmed also by DNA synthesis inhibition measured by active 5-ethynyl-2′-deoxyuridine (EdU) incorporation (HCC38 *p* value 0.0011, SUM149PT *p* value 0.0014) (Fig. 5f). Given the apparent activation of p53 target genes and the DNA damage response, we asked whether apoptosis could be induced in cells depleted of this lncRNA. Indeed, apoptosis analysis using Annexin-V staining showed induction of cell death within 48 h of knock-down (Fig. 5g) in both cell lines.

These observations strongly connected our GSEA analysis with phenotypes described after RP11-1E11.1 knock-down, namely, E2F downregulation and cell cycle arrest, followed by activation of apoptotic pathways. We surmise that the resultant apoptosis could be due to replication stress or induction of the DNA damage response after RP11-19E11.1 knock-down.

### The induction of p53 downstream genes occurs in a partially p53-independent manner

p53 mutations have been reported in >80% of triple-negative breast cancers.^25^ Most of the mutations are localized to the DNA binding domain, perturbing the affinity of p53 for the promoter and altering the expression of transcriptional target genes.^26^ We noticed that HCC1569, a p53-null cell line, shows high levels of RP11-1911.1, and therefore we asked whether the knock-down of the lncRNA could induce the same response in p53 target genes. Unexpectedly, p21 levels were upregulated independently of p53 in this cell line (Supplementary Fig. 5b, c). Similar results were obtained with the p53-mutated SUM149PT cell line. The depletion of p53 in this cell line did not rescue cell viability after lncRNA knock-down, and levels of p21 increased both at the RNA and protein level independently of p53 protein levels (Supplementary Fig. 5b, d, e). Therefore, apoptosis induction can occur independently of p53 function, which is relevant for a subtype of breast cancer with a high frequency of p53 mutations.

### lncRNA RP11-19E11.1 is a E2F1 target gene

Patients with high levels of expression of RP11-1E11.1 have a specific gene signature related to activation of a subset of E2F target genes. Indeed, the loss of this lncRNA induces cell cycle arrest, thereby reducing proliferation and, subsequently, inducing apoptosis genes. Therefore, we examined three possible scenarios that which could link this lncRNA with the E2F gene signature. First, the lncRNA could control E2F1 transcription. Second, the lncRNA could be regulated by E2F transcription family members and therefore have an indispensable role in maintaining cell proliferation, or third, the lncRNA is involved in regulation of a specific subset of E2F downstream genes. The second and third possibilities are not mutually exclusive.

To evaluate the first option, we checked the levels of the E2F family after RP11-1E11.1 knock-down using the RNA-seq data from three different cell lines. 

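E2F1 fell in 2 of the 3 lines. Its level went from 151 ± 3.72 to 101 ± 3.13 CPM in MDA-MB-468 and from 121 ± 8.28 to 93.9 ± 2.19 CPM in SUM149PT, against 203 ± 2.26 and 201 ± 14.5 CPM in HCC38 (mean ± SD, n = 2 libraries each). The log2 fold changes were −0.58 (adjusted p = 4.6e-05 from edgeR's quasi-likelihood test), −0.36 (adjusted p = 0.0043) and −0.01 (adjusted p = 0.941, with a sign that RLE factors and library totals reverse), and they differed between the lines (adjusted p = 0.0091). E2F3 fell in HCC38, from 76.2 ± 3.89 to 49.5 ± 4.63 CPM (n = 2 each, log2 fold change −0.62, edgeR adjusted p = 3.7e-04), with values of −0.12 in MDA-MB-468 and −0.19 in SUM149PT that did not pass (adjusted p = 0.038 for the difference between lines). On average over the lines, 4 of the 8 E2F genes fell, 2 rose and 2 did not pass, with the same numbers when adjusted over the list alone, and none changed by more than 2-fold in any line. The mean log2 fold change was −0.32 for E2F1 (standard error 0.0495, adjusted p = 5.5e-05), −0.31 for E2F3 (standard error 0.0600, adjusted p = 4.1e-04), −0.24 for E2F2 (standard error 0.0659, adjusted p = 0.0062) and −0.14 for E2F4 (standard error 0.0452, adjusted p = 0.015), all from the edgeR test. The repressor E2F6 rose by 0.29 (adjusted p = 0.0027) and the atypical E2F7 by 0.23 (adjusted p = 0.032), the latter not past the threshold without SUM149PT LNA NS replicate 2. E2F5 had a mean of 0.02 (adjusted p = 0.867), with a rise of 0.36 in MDA-MB-468 (edgeR adjusted p = 0.055, a call lost in 2 of the 12 fits without 1 library). Its values of −0.15 in SUM149PT and −0.14 in HCC38 did not pass. E2F8 had a mean of 0.04 that hid a rise of 0.39 in MDA-MB-468 and a log2 fold change of −0.37 in SUM149PT (adjusted p = 0.020 for the difference between lines), each call lost in 2 of these fits. As a list, the 8 genes did not stand apart from the other genes (camera adjusted p = 0.677, and adjusted p = 0.744 with an estimated correlation). 

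**Figure D3:**
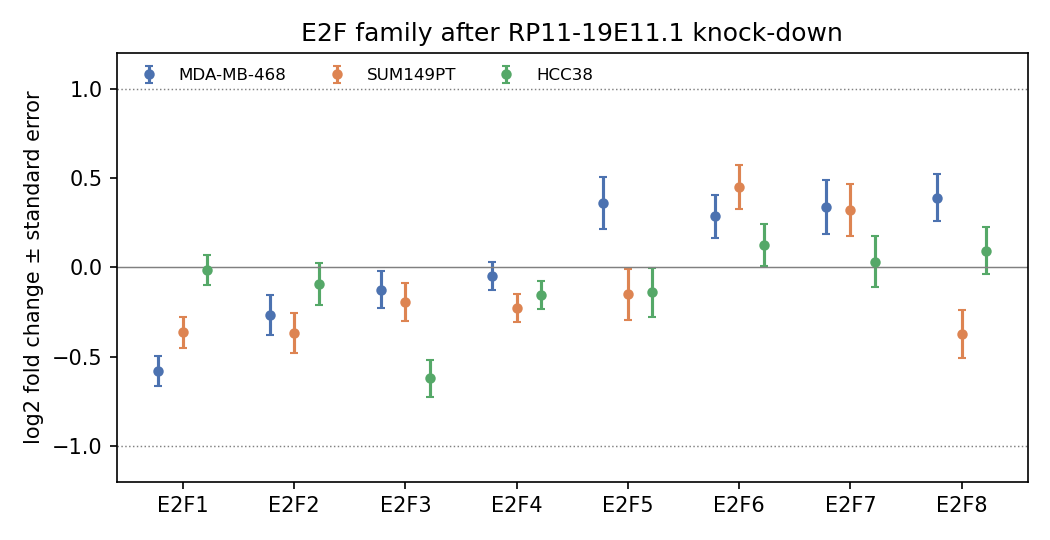
Log2 fold change of E2F1 to E2F8 after knock-down against LNA NS in MDA-MB-468, SUM149PT and HCC38, with standard errors from the edgeR fit as error bars and dotted lines at a 2-fold change. The values lie between −0.62 (E2F3 in HCC38) and 0.45 (E2F6 in SUM149PT).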

The results did not show significant changes in RNA in any of the E2F family members (Fig. 6a). Protein levels for E2F1 and E2F3 were also evaluated, and no significant changes were observed (Fig. 6b). Therefore, we next evaluated the possibility of the lncRNA being an E2F target gene. Promoter analysis identified several potential E2F motifs around the TSS (transcription starting site) of the lncRNA (*p* value < 0.001, Fig. 6c). To validate the hypothesis of a direct interaction of E2F1 with the RP11-19E11.1 promoter, we performed chromatin immunoprecipitation (ChIP) analysis. As several putative binding sites were identified, we designed six overlapping primers sets that spanned regions upstream and downstream of the TSS identified by 5′ RACE. Only primer set 4 (−141 + 13 around TSS) showed significant enrichment compared to the control (*p* value 0.003) (Fig. 6d). Concordantly, exogenous expression of E2F1 increased the expression of RP11-19E11.1 (*p* value 0.04) to an extent similar to another canonical E2F1 target gene, CCNE2 (*p* value 0.017) (Fig. 6e).

**Fig. 6:**
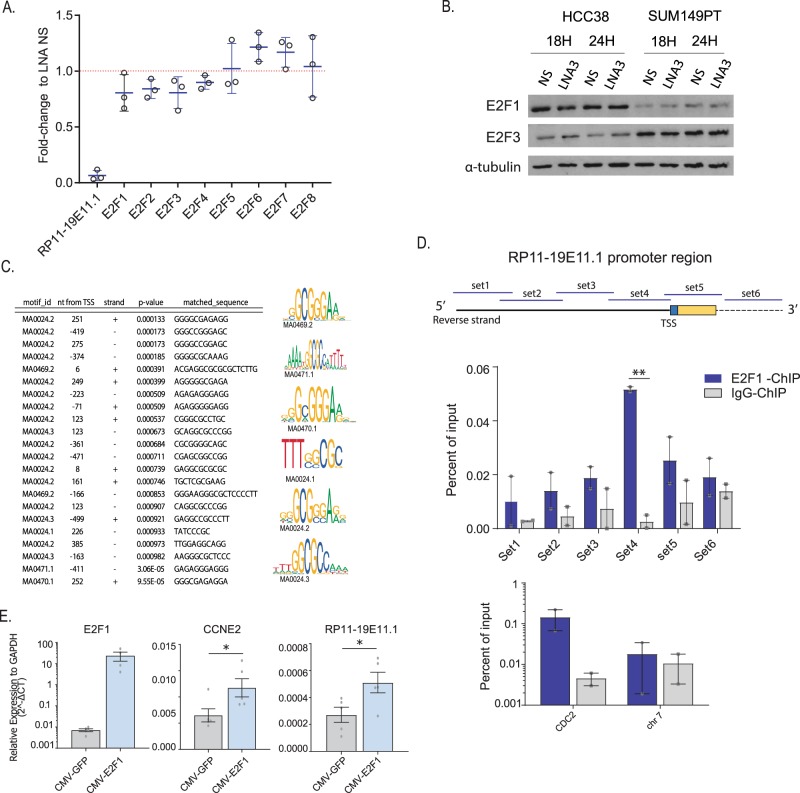
LncRNA RP11-19E11.1 is an E2F target gene. **a** RNA expression fold-change of E2F family transcription factors after RP11-19E11.1 knock-down from RNA-seq data. Each point represents the fold-change in each cell line, and for each gene mean value ± SD is represented. **b** Western blot for E2F1 and E2F3 after RP11-19E11.1 after 18 and 24 h using LNA3. **c** Motif enrichment analysis in the RP11-19E11.1 promoter for E2F transcription factor. **d** Chromatin immunoprecipitation (ChIP) using E2F1 antibody in HCC38. Two biological replicates are shown (two-tailed unpaired *t* test). **e** RNA levels of CCNE2 and RP11-19E11.1 in HCC38 and SUM149PT after exogenous overexpression of E2F1 (two-tailed paired *t* test). Each point represents a single measurement. Data are presented as mean ± SEM. *P < 0.05; **p < 0.01; ***p < 0.001.

Finally, regarding the possibility of RP11-19E11.1 regulating E2F family target genes, we have shown in this study that RP11-19E11.1 depletion is followed by a reversal in the E2F gene signature in vitro, and a robust induction of DNA damage, block of DNA synthesis, and activation of apoptosis pathways. Therefore, we cannot exclude the contribution of an indirect downregulation of some E2F target genes due to a loss of cell fitness after RP11-19E11.1 depletion. Analyses beyond the scope of this report will help define the role of this lncRNA in the regulation of genes controlled directly or indirectly by the E2F transcription factor family.

E2F family members are well-known transcription factors that control several aspects of cell proliferation, from cell cycle progression to DNA damage checkpoints and repair. Several lncRNAs have been identified as E2F targets, including H19,^27^ ANRIL,^28^ and ERIC,^29^ and all of them have been shown to exhibit aberrant expression in tumor cells and to play important roles in cancer development. We propose that RP11-19E11.1 may be another member of this group of lncRNAs.

### LncRNA RP11-19E11.1 expression has predictive value for drug sensitivity in BL cell lines

Patients with high levels of the lncRNA show specific gene signatures within the BL subtype. We therefore asked whether drug sensitivity within the BL subtype could be predicted by the levels of expression of the lncRNA RP11-19E11.1. To that end, we explored the sensitivity of a selected panel of BL cell lines with different levels of expression of the lncRNA to more than 267 compounds available from The Genomics of Drug Sensitivity in Cancer.^30^ We found drug sensitivity screening data for 14 BL cell lines and overlapped these data with the respective expression levels of the lncRNA obtained from the RNA-seq data available in the CCLE.^31^ We ranked the four top and four bottom cell lines according to the expression of RP11-19E11.1 and compared the average half-maximal inhibitory concentration (IC_50_) of the high expressing cell lines to the average IC_50_ of the lowest ones (Fig. 7a). We selected for further analysis those drugs that showed an IC_50_^high^/IC_50_^low^ ratio <0.25, to ensure biological significance in drug sensitivity between groups. For those compounds that showed an IC_50_ significantly different when comparing the six top/bottom cell lines according to the lncRNA expression, we analyzed if there was a correlation between drug sensitivity and levels of expression of the lncRNA (Fig. 7b, c). Interestingly, three of the compounds showed a significant negative correlation between expression levels and sensitivity: PAC-1 (*p* value 0.022), enzastaurin (*p* value 0.023), and YM201636 (*p* value 0.023) (Fig. 7c). PAC-1 is the first pro-caspase activator compound developed and was designated as an orphan drug by the Food Drug Administration in 2016.^32^ Enzastaurin is an inhibitor of the protein kinase C (PKC), which failed the phase III treatment for the treatment of lymphoma.^33^ YM201636, is a PIKfyve (phosphatidylinositol phosphate kinase PIP5KIII) inhibitor, a kinase implicated in PtdIns(3,5)P2 biosynthesis that regulates a number of intracellular membrane trafficking pathways. Its inhibition disrupts endomembrane transport and retroviral release from infected cells.^34^

**Fig. 7:**
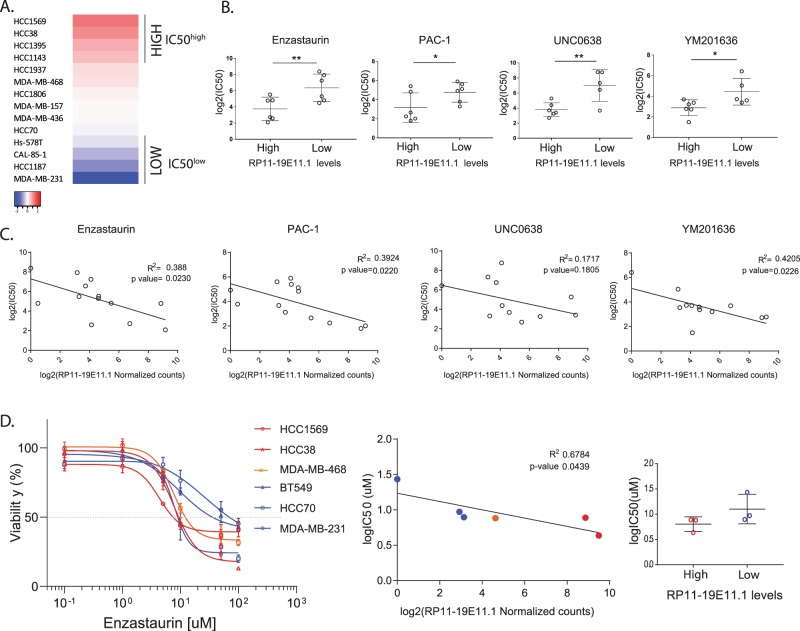
Drug screening using lncRNA RP11-19E11.1 levels as predictive value. **a** Basal-like cell lines with drug sensitivity data available ranked according to the expression of RP11-19E11.1 (obtained from CCLE.^31^) **b** Compounds identified with significantly different sensitivity (according to IC_50_ values) when comparing cell lines with low or high RP11-19E11.1 expressing levels. **c** Linear correlation between RNA expression and drug sensitivity (IC_50_) for the compounds identified in **b**. Pearson’s correlation test was used. CAL-85-1 cell line is not included (no expression data available). **d** Validation of the results for enzastaurin. Data are presented as mean ± SEM. *P < 0.05; **p < 0.01; ***p < 0.001 (unpaired *t* test unless specified).

To validate the compounds identified in this screening, we selected three top/bottom cell lines after ranking our qRT-PCR results for RP11-19E11.1 levels. Time of treatment and viability assessment by metabolic assays were performed using methods similar to those employed in the screening. We found that neither PAC-1 nor YM201636 showed the tendency observed in the screening for the cell lines tested (Supplementary Fig. 6a, b). Enzastaurin, on the other hand, showed the expected results in all cell lines tested, except for SUM149PT (Supplementary Fig. 6c). Therefore, we decided to include another cell line with moderate levels of RP11-19E11.1, MDA-MB-468. Here, we reproduced the results observed in the screening, as a significant negative correlation (*p* value 0.044) was observed between RP11-19E11.1 levels and sensitivity to enzastaurin (Fig. 7d). IC_50_ values showed the same tendency observed in the screening but was not significant.

These results are quite provocative, as PKC activity leads to the activation of several pathways that can modulate a number of cellular processes, including proliferation and anti-apoptotic signaling.^35^ Among others, PKC can activate Raf1 by direct phosphorylation that subsequently can lead to phosphorylation of Rb protein, releasing E2F transcription factors.^36^ In addition, the disruption of Raf1-Rb protein interaction leads to tumor growth and angiogenesis inhibition.^37^ Furthermore, PKC can also activate Ras, which can induce E2F1 expression.^38^ Therefore, PKC inhibition could be an attractive target for further exploration in the treatment of basal breast cancer patients with an E2F activation signature.

## Discussion

Several studies have shown that lncRNA expression can be used to classify breast cancer into subtypes as effectively as PCGs,^13,14,39,40^ providing additional prognostic and predictive value.^41^ We identified a cohort of clinically relevant lncRNAs that are overexpressed in basal-like breast cancer as compared to normal tissue and other breast cancer subtypes, and we suggest that this signature may be useful in future studies aimed at understanding the etiology and treatment of this aggressive tumor.

The consequences and mechanisms of lncRNA dysregulation in basal-like/TNBC subtypes are not well defined. Two studies compared expression levels between TNBC vs. normal tissue using lncRNA microarrays in a small cohort of patients,^42,43^ while another study focused on breast cancer subtypes but did not take into account lncRNA expression in normal tissue,^40^ as we have done in our study. Furthermore, our studies are novel because we intersected patient data with cell line RNA-seq data in an effort to use clinical findings in in vitro studies for further functional and mechanistic studies. Interestingly, two of our candidates have been identified as basal-specific lncRNAs in previous studies, the CTD-2015G9.2 and RP11-19E11.1^40,44^ Another candidate that we identified is MIR146, the lncRNA host gene for mir-146a, a microRNA extensively studied and shown to play a role in TNBC/basal-like breast cancer.^45^ We validated lncRNA expression using qRT-PCR to confirm the expression pattern reported by RNA-seq in different cell line subtypes. Furthermore, we demonstrated that lncRNA ablation exerted a major impact on cell proliferation and migration/invasion, principal characteristics of the oncogenic signature.

We selected the lncRNA RP11-19E11.1 for further study in detail because its OE correlates with poor prognosis in patients with basal-like breast cancer. Importantly, its depletion impaired cell proliferation and strongly induced apoptosis. While our manuscript was in preparation, another group identified RP11-19E11.1 as a specific basal-like transcript in an independent cohort of tumor samples.^44^ In that study, the authors showed that this lncRNA was regulated through epigenetic modifications, in agreement with our observations, but no detailed description of the transcript, compartment localization, or putative function was provided. Here, we identified and characterized at least three RP11-19E11.1 transcript variants, correcting the actual Gencode annotation. Importantly, we also revealed that the two main lncRNA variants were chromatin-associated. Furthermore, by using GSEA analysis in patients and in cell lines, we linked the lncRNA expression to an E2F signature, demonstrating its connection to E2F experimentally by ChIP. We also provided transcriptome-wide analysis for three different cell lines after RP11-19E11.1 knock-down, further strengthening the connections between ablation of this lncRNA, activation of the DNA damage response, and induction of apoptosis. Therefore, our work has substantially expanded upon previous results, providing a better understanding of the role of RP11-19E11.1 in basal-like breast cancer.

Basal-like breast cancers are generally poorly differentiated tumors, are enriched in embryonic stem cell signatures, and show activation of proliferation-associated factors.^46^ The E2F transcription factors are well-known downstream effectors of the RB tumor suppressor and have a pivotal role in regulating cell cycle progression.^47,48^ They not only transcribe the subset of genes necessary for the transition from G1 to S phase, but they also have a role in controlling mitosis, DNA damage checkpoints and repair, and apoptosis.^47,48^ E2Fs are known to affect cancer development,^22^ and Rb dysfunction in TNBC is estimated to occur in ~30% of the cases.^49^ The influence of the E2F transcription factors in breast cancer development is undisputed.^23^ In this study, we identified an E2F oncogenic signature in patients with upregulated RP11-19E11.1 levels. Furthermore, our results showed RP11-19E11.1 to be an E2F1 target and a chromatin-associated lncRNA. Indeed, knock-down of RP11-19E11.1 induced robust inhibition of DNA synthesis and reduced expression of E2F target genes, which was followed by a strong activation of DNA damage response and apoptotic pathways. We showed that these effects could occur independently of p53. Altogether, these results suggest that RP11-19E11.1 function could be linked to that of E2F. Several examples of lncRNAs controlling cell cycle can be found in the literature.^50^ For instance, *ANRIL*, an E2F1 target gene, promotes gene silencing by recruiting repressors to the *INK4* promoter. Another E2F1 target gene, H19/miR-67, seems to be involved in pRB pathway inactivation. Therefore, in order to elucidate the possible scenarios in which RP11-19E11.1 could be involved in regulating cell cycle, future studies should investigate RNA–DNA and RNA–protein interactions.

Patients with elevated RP11-19E11.1 expression shared a specific oncogenic signature linked to poor prognosis. We speculated that these patients would also show different sensitivities to drug treatment. Taking advantage of drug screening published data in cell lines, we identified a PKC inhibitor as a potential compound for further study. Notably, PKC not only shares a connection to E2F activation but is also involved in key steps of viral replication.^51^ The idea of virus-initiated breast cancer has been proposed but is controversial. More compellingly, a recently published study found that the expression of human endogenous retrovirus-K is strongly associated with the basal-like breast cancer, and a strong association with RB phosphorylation and cell cycle activation was observed in these patients.^52^

In conclusion, this study identifies clinically relevant basal-like lncRNAs using a large cohort of samples from TCGA. Some of the candidates identified may have prognostic value and may be directly implicated in the oncogenic phenotype. Finally, we characterized the lncRNA, RP11-19E11.1, identifying a novel chromatin-associated and E2F target lncRNA. Our results show that this lncRNA is necessary for cell cycle progression, and its ablation impairs cell viability by inducing apoptosis. We also identified an E2F-specific signature linked to the expression of RP11-19E11.1, and have used cell lines expressing this lncRNA to identify possible drug therapies, which could be tested in TNBC patients.

## Methods

### TCGA data

The read count tables for all the sequencing samples (*n* = 1162) in TCGA were downloaded from The National Cancer Institute’s Genomic Data Commons (GDC). The count tables were normalized based on their library size factors using DEseq2, and differential expression analysis was performed. Clustering was performed using iCellR (https://github.com/rezakj/iCellR) by selecting the dispersed genes running principal component analysis and t-SNE. All the methylation *β* values for the samples with Illumina 450 methylation array data (*n* = 892) were downloaded from GDC.

### RNA-seq data processing

All the raw sequencing reads from our samples (Gene Expression Omnibus (GEO) https://identifiers.org/geo:GSE138606 (2019)) and the cell lines downloaded from the GEO repository, https://identifiers.org/geo:GSE73526 (2016) and https://identifiers.org/geo:GSE48213 (2013), were mapped to the human reference genome (GRCh37/hg19) using the STAR aligner (v2.5.0c)^54^. Alignments were guided by a Gene Transfer Format file. The mean read insert sizes and their standard deviations were calculated using Picard tools (v.1.126) (http://broadinstitute.github.io/picard). The read count tables were generated using HTSeq (v.0.6.0)^55^ normalized based on their library size factors using DEseq2^56^ and differential expression analysis was performed. The read per million normalized BigWig files were generated using BEDTools (v.2.17.0)^57^ and bedGraphToBigWig tool (v.4). All downstream statistical analyses and generating plots were performed in R environment (v.3.1.1) (http://www.r-project.org/).

### Cell culture

Breast cancer cells MDA-MB-231, Hs578T, MDA-MB-157, MDA-MB-468, MCF7, SkBr3, and BT474 were cultured in Dulbecco’s modified Eagle’s mMedium: Nutrient Mixture F12 (DMEM/F12) (Corning) supplemented with 10% fetal bovine serum (FBS), P/S (50 U/mL), and l-Glut (1%). SUM149PT and SUM159PT were cultured with DMEM/F12 supplemented with 5% FBS, P/S (50 U/mL), and l-Glut (1%), insulin (5 µg/mL), and hydrocortisone (1 µg/mL). Breast cancer cells HCC2157, HCC38, HCC2157, BT549, HCC70, HCC1143, and T-47D were cultured in RPMI medium supplemented with 10% FBS, P/S (50 U/mL), and l-Glut (1%). Normal breast MCF10A cells were cultured in DMEM/F12 (Corning) medium supplemented with 5% horse serum, epidermal growth factor (20 ng/mL), cholera toxin (100 ng/mL), insulin (0.01 mg/mL), and hydrocortisone (500 ng/mL). All cells were cultured at 37 °C with 5% CO_2_. All cell lines were obtained from ATCC, except from SUM149PT and SUM159PT (gifted from Neel BG laboratory).

To ensure mycoplasma-free culture, cells were tested periodically using the Universal Mycoplasma Detection Kit (ATCC, 30-1012K).

### RNA interference (siRNA and LNA) Protocol

siRNA at 20 nM (Dharmacon) or Antisense LNA GapmeRs at 25/50 nM (Qiagen) transfection mix was prepared in OptiMEM (Gibco) and RNAiMAX at 2.5 µL/mL (Invitrogen) for 10 min at room temperature. Transfection mix was then added to the cells at the time of seeding. After 6 h, the media were replaced for fresh new media. siRNA and LNAs sequences are in Supplementary Methods.

### Cell transfection protocol

Cells were seeded in 6-well plates at a confluence of 20–30%. Next day, transfection mix was prepared using FuGene HD reagent (Promega) at 3:1 ratio with 1 µg of pCMV-E2F1 or pCDH-EGFP in OptiMEM. After 10 min, the mixture was added to the cells with a final volume of 1 mL in 0.5% DMEM/F12 media. After 6 h, one volume of 10% FBS media was added. Next day, transfection media was replaced for fresh media and cells were collected for analysis after 48 or 72 h.

### Cell fractionation

Nuclear/cytoplasmic fractionation was performed as described.^53^ Briefly, cells were rinsed three times with cold phosphate-buffered saline (PBS) and scraped carefully. After spinning, disruption buffer (KCl 10 mM, MgCl_2_ 1.5 mM, Tris-Cl, pH 7.5, 20 mM, and dithiothreitol (DTT) 1 mM) was added and let to stand for 10 min. A type B Dounce was used to disrupt the cytoplasm using 10–15 strokes. When ~90% of the cytoplasm was broken, 0.1% of Triton X was added, mixed by inversion five times, and centrifuged for 5 min at 1500 r.p.m. The supernatant containing the cytoplasmic fraction was recovered by this method. Both supernatant and nuclei (pellet) were processed for RNA extraction using the SurePrep Nuclear or Cytoplasmic RNA Purification Kit (Fisher, BP2805-50) following user manual instructions. DNAaseI treatment was performed for both fractions (Norgen Biotek cat. num. 25710).

### Chromatin precipitation

Cell fractionation was performed as described above. The pellet containing the nuclear fraction was then resuspended in 125 μL of cold NUN1 buffer (20 mM Tris-HCl, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol) and transferred to a new Eppendorf. Then, 1.2 mL of cold NUN2 buffer (20 mM HEPES-KOH, pH 7.6, 300 mM NaCl, 0.2 mM EDTA, 7.5 mM MgCl_2_, 1% NP40, 1 M urea) was added and vortexed. Samples were kept on ice for 15 min, vortexing every 3–4 min. Chromatin was recovered by centrifuging at 16,000 × *g* for 10 min at 4 °C. RNA was extracted from the supernatant fraction using TRIzol LS (Invitrogen) and for the chromatin fraction with TRIzol (Invitrogen).

### Reverse transcription and quantitative real-time PCR

Total RNA was isolated using the TRIzol reagent (Fisher). RNA was quantified with NanoDrop (Thermo Scientific) and RNA was reverse transcribed using Verso cDNA Synthesis Kit (Thermo Scientific). Quantitative reverse transcription PCR was performed using CFX96 Touch Real-Time PCR Detection System (Bio-Rad). Relative quantity of expression was calculated with the ΔΔCt method using GAPDH as an internal control. Primer sequences are in Supplementary Methods.

### Protein extraction and Western blot

Cells were trypsinized and washed with PBS. The pellet was then resuspended in fresh ELB buffer (50 mM HEPES, pH 7, 150 mM NaCl, 5 mM EDTA, 0.1% NP40, 10% glycerol) supplemented with a protease and phosphatase inhibitor cocktail (1 mM DTT, 0.5 mM AEBSF (4-(2-aminoethyl)benzenesulfonyl fluoride hydrochloride), 2 μg/mL leupeptin, 2 μg/mL aprotinin, 10 mM NaF, 50 mM β-glycerophosphate). Twenty micrograms of protein was loaded in a 10–15% acrylamide gels. Primary antibodies were diluted in 3% bovine serum albumin TBS-T (Tris-buffered saline with Tween-20) and incubated O/N at 4 °C. The primary antibody used and dilutions are α-tubulin (Sigma T5168, 1:5000), E2F1 (CST #3742, 1:1000), E2F3 (GeneTex GTX11843, 1:2000), p21 (CST #2947, 1:1000), P53 (Santa Cruz FL-393, 1:1000), p-P53 (CST #9286, 1:1000), γH2AX (CST #9718, 1:1000). All blots were derived from the same experiment and were processed in parallel. Un-cropped blots can be found in the Supplementary information file.

### FACS analysis

For EdU and cell cycle analysis, Click-iT EdU Alexa Fluor 488 Kit was used (Invitrogen C10337) following the manufacturer’s instructions.

Annexin-V staining was performed using Annexin-V Kit (Mileny Biotec, 130-092-052) following the manufacturer’s instructions. All analyses were performed with LSRII UV cell analyzer (BD Bioscience) and FlowJo software.

### Viability assays and compounds

For drug sensitivity evaluation, cells were seeded in a 96-well plate at 4000 cells/well. The next day, cells were incubated at 37 °C with different concentrations of the test compounds. Control cultures were incubated with dimethyl sulfoxide (DMSO). After 48 or 72 h, media were replaced with fresh media supplemented with MTT (Sigma) at a final concentration of 0.5 mg/mL. After 1.5 h, media were removed and formazan crystals were dissolved with 100 μl of DMSO. Absorbance at 570 nM was read in the spectrophotometer (TECAN Infinite M200). The drugs used in this assay were PAC-1 (S2738, Selleckchem), YM201636 (ref. 13576, Cayman Chemical), and enzastaurin (ref. HY-10342, MedChemExpress).

For viability assays after RNA interference, cells were seeded at 4000 cells/well and transfected at the same time as explained in the previous section. After 6 h, media were replaced with fresh new media. MTT assay was performed as explained above each day and viability was compared to T0. All experiments were repeated at least three times with different cell passage number, with three replicates per experiment.

### Rapid amplification of cDNA ends

Nuclear RNA was isolated from HCC2157 cells lines following the protocol described above. RACE was performed using the SMARTer RACE 5′/3′ Kit (Clontech) as per the manufacturer’s instructions. Primers were designed at known regions of the transcripts in order to achieve accurate 5′ or 3′ ends (Supplementary Methods).

### Chromatin immunoprecipitation

ChIP was performed following the previous described method with some modifications^58^. Nuclei were obtained from 1 × 10^7^ HCC38 cells and cross-linked with 1% formaldehyde. Sonication was performed with Branson Sonifier 450 on ice to obtain an average DNA length of 400–600 bp. The equivalent of 25 µg DNA was used per ChIP reaction. Chromatin was pre-cleared with protein A and then incubated with 2 μg of each antibody, E2F1 and IgG (Millipore #17-10061 Crosslinks) O/N. Chromatin was resuspended in 200 μL of 10 mM Tris, pH 8.0 buffer, and enrichment was assayed by quantitative PCR. Primers used are described in Supplementary Methods.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary Checklist

## Data Availability

The raw RNA-sequencing data (supporting Fig. 1) used during the study are publicly available in the NCBI Gene Expression Omnibus (GEO) repository: https://identifiers.org/geo:GSE73526 and https://identifiers.org/geo:GSE48213. The read count tables (Supporting Figs 1–4) for all the sequencing samples (*n* = 1162) in TCGA are publicly available at The National Cancer Institute’s (NCI) Genomic Data Commons (GDC) (https://portal.gdc.cancer.gov/). RNA-sequencing datasets (Supporting Figs 3–6) generated during the current study are publicly available in the GEO repository: https://identifiers.org/geo:GSE138606. The Drug sensitivity in Breast Cancer Cell lines data (Supporting Fig. 7) are publicly available at https://www.cancerrxgene.org/downloads/drug_data?tissue=BRCA. Additional datasets used and generated during the study will be made available on request from the corresponding author, Prof. Francisco J. Esteva, as described in the following metadata record: 10.6084/m9.figshare.10266527^59^.

# Supplementary material for: LncRNA RP11-19E11 is an E2F1 target required for proliferation and survival of basal breast cancer
**Source:** NPJ Breast Cancer. 2020 Jan 6;6:1. doi: 10.1038/s41523-019-0144-4

## Supplementary Figure 1

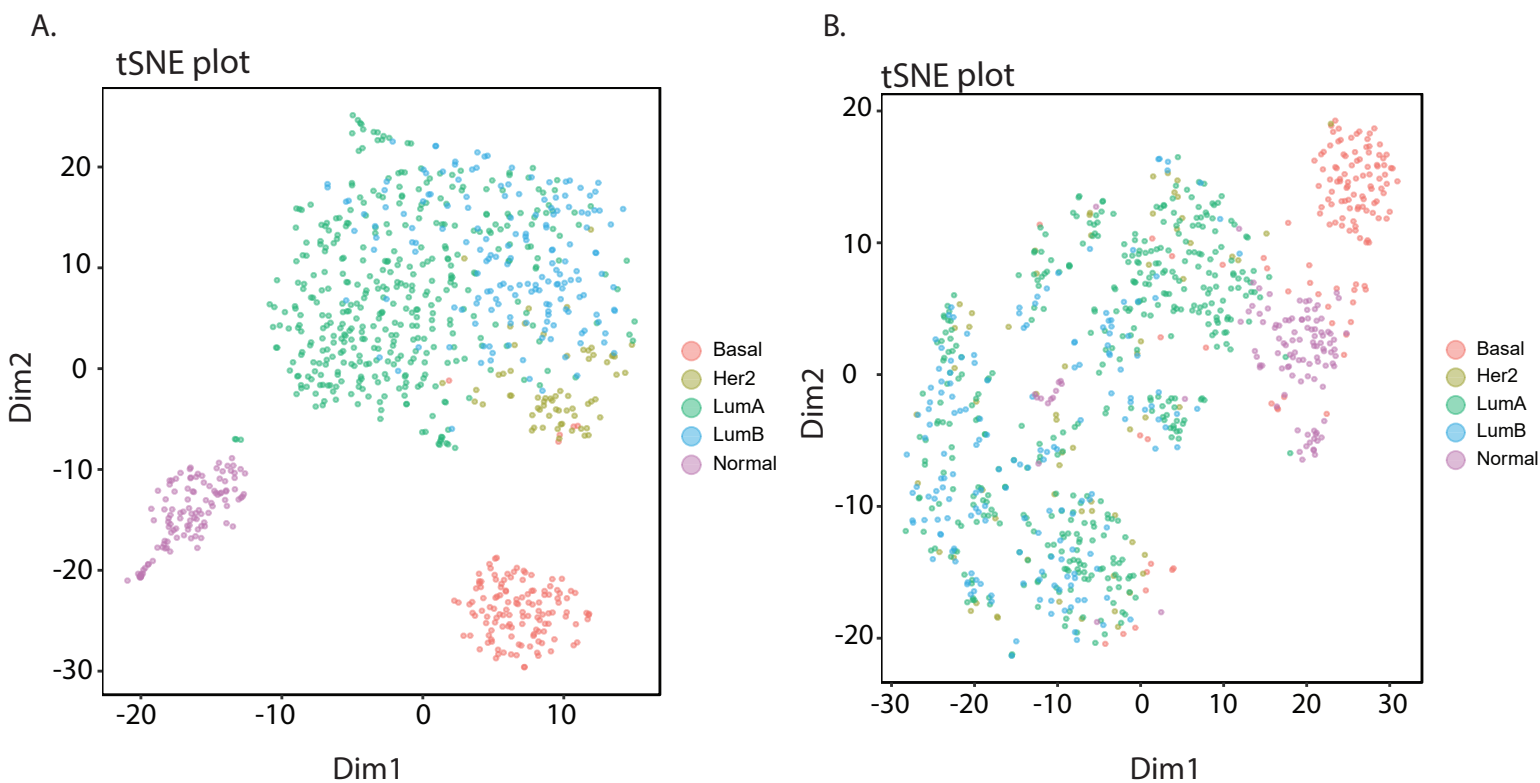

**Supplementary Figure 1.** T-SNE plots of TCGA patients using **A)** marker genes **B)** 9 lncRNA candidates.

Supplementary Figure 2

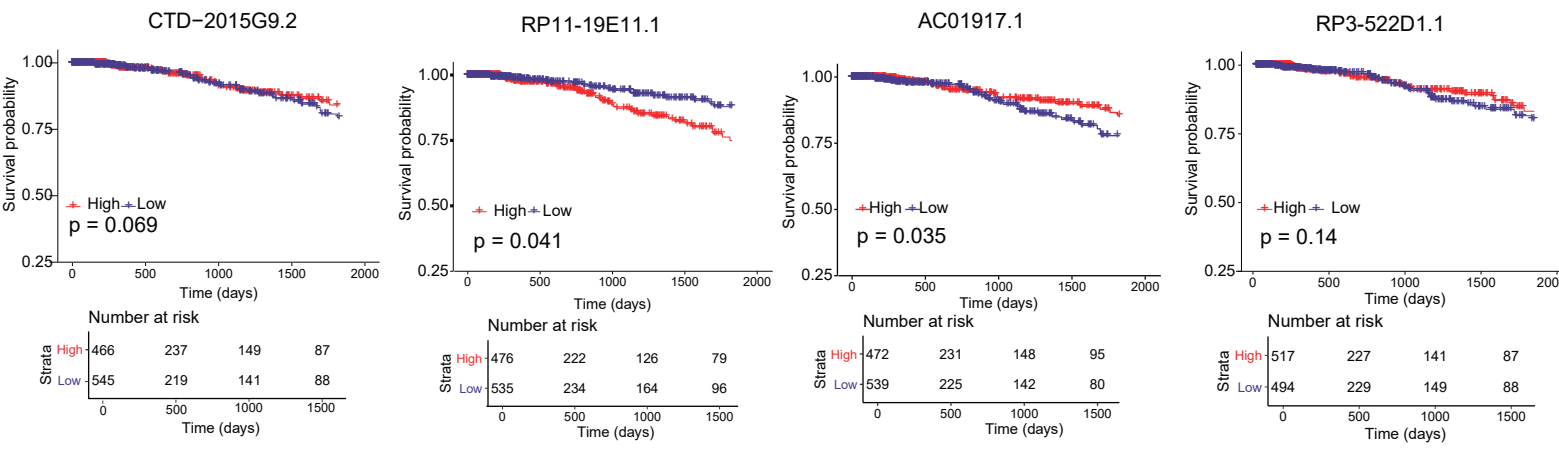

**Supplementary Figure 2.** Survival curves and log-Rank test for the lncRNA candidates selected for further functional studies. Median expression of the lncRNA was used for the stratification between low and high expression in patients.

Supplementary Figure 3

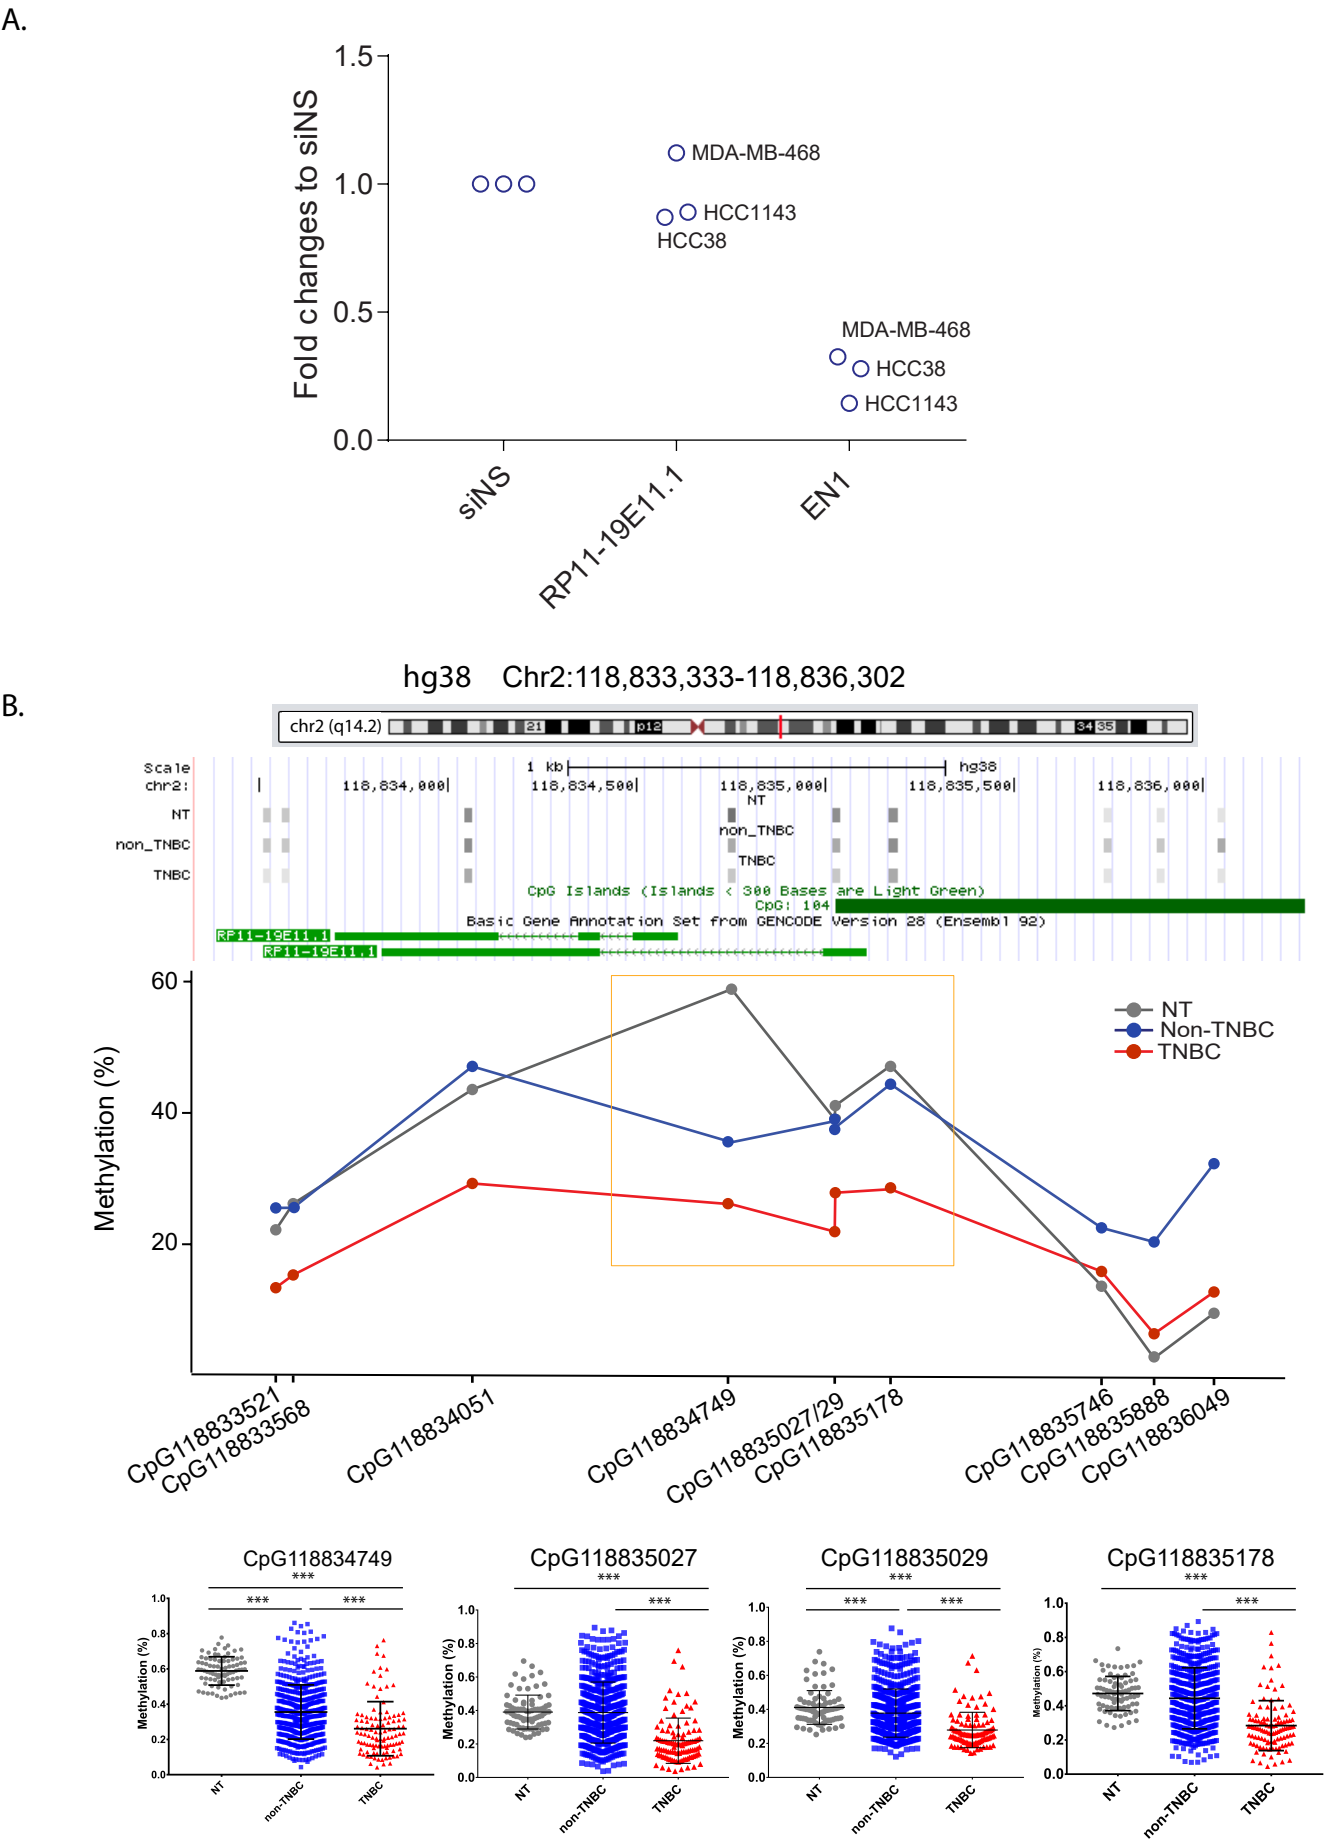

**Supplementary Figure 3.** RP11-19E11.1 characterization. **A)** RP11-19E11.1 expression levels after EN1 Knock-down in three different cell lines. **B)** DNA Methylation profile of RP11-19E11.1 promoter in Normal tissue, TNBC and non-TNBC.

Supplementary Figure 4

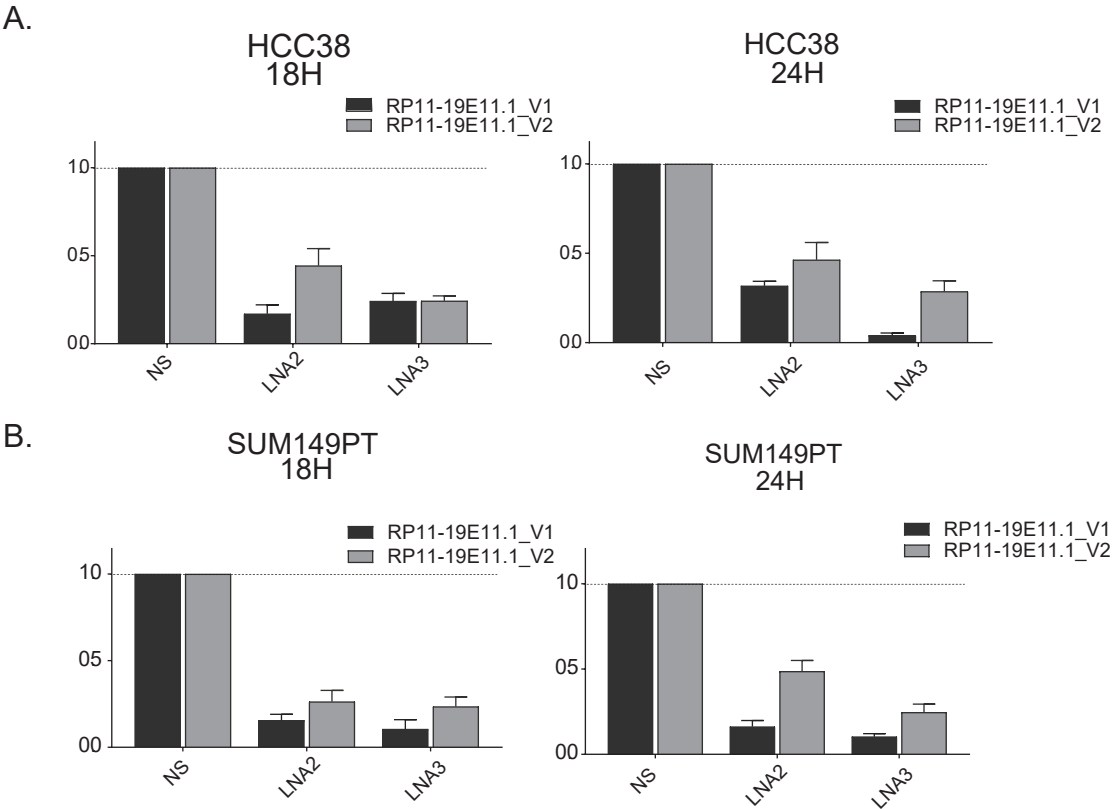

**Supplementary Figure 4.** RNA levels of V1 and V2 using two different LNA sequences for **A)** HCC38 and **B)** SUM149PT.

Supplementary Figure 5

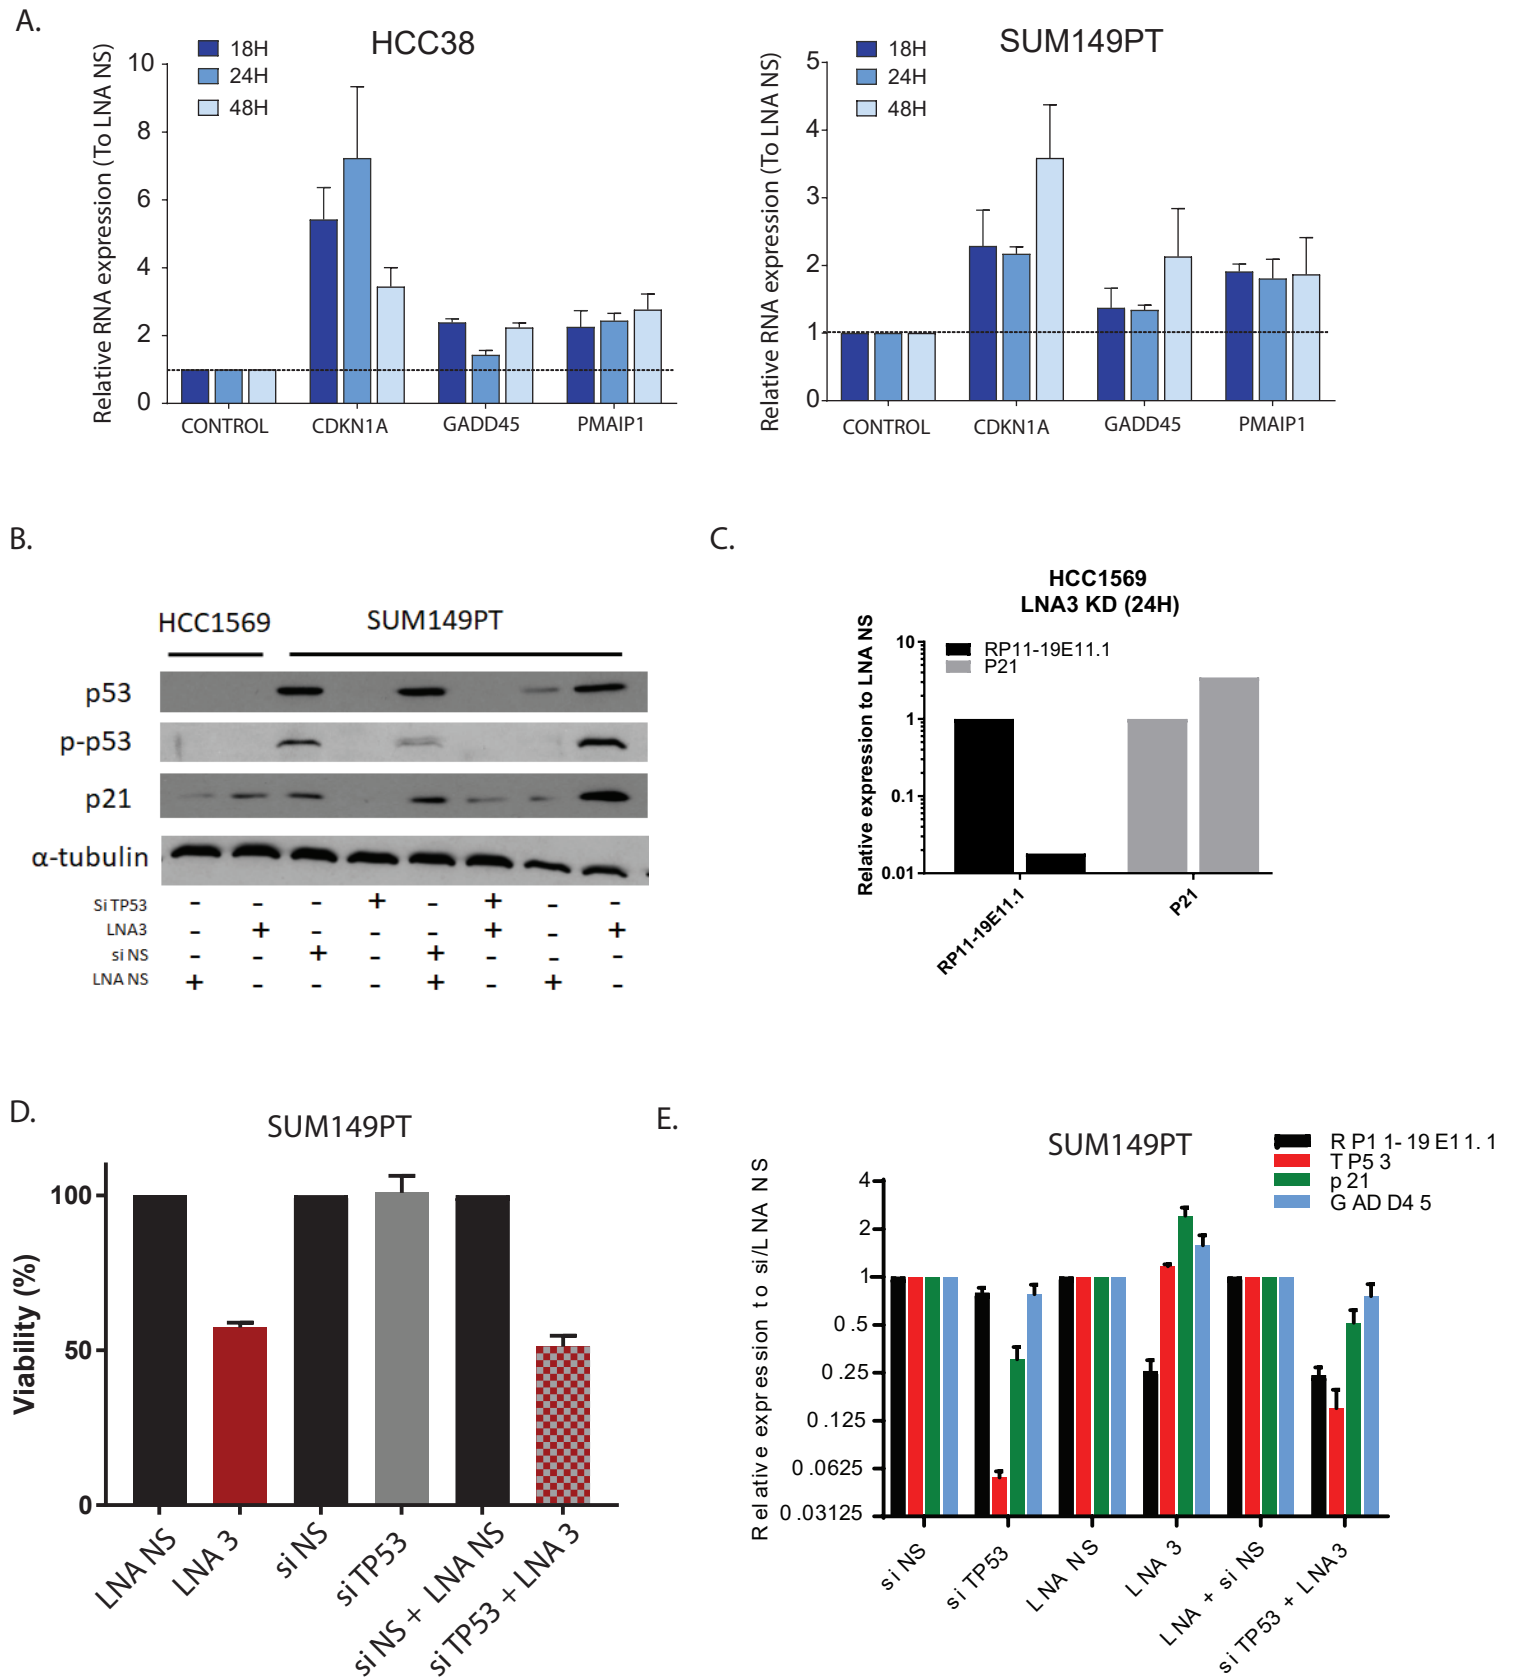

**Supplementary Figure 5.**Induction of P53 downstream genes **A)** P53 downstream genes levels after RP11-19E11.1 knock-down at different time points in two cell lines. **B)** Western-blot analysis of p53, p-p53 and p21 in the background of siP53, RP11-19E11.1 knock-down, or double knockdown. **C)** RNA levels of p21 in a P53 null cell line after RP11-19E11.1 knock-down. **D)** Viability assay (MTT) after 48h for the same conditions described before. **E)** RNA levels assessed by qRT-PCR of P53 canonical genes in the background of siP53, RP11-19E11.1 KD, or double P53 and RP11-19E11.1 knock-down.

# Supplementary Figure 6

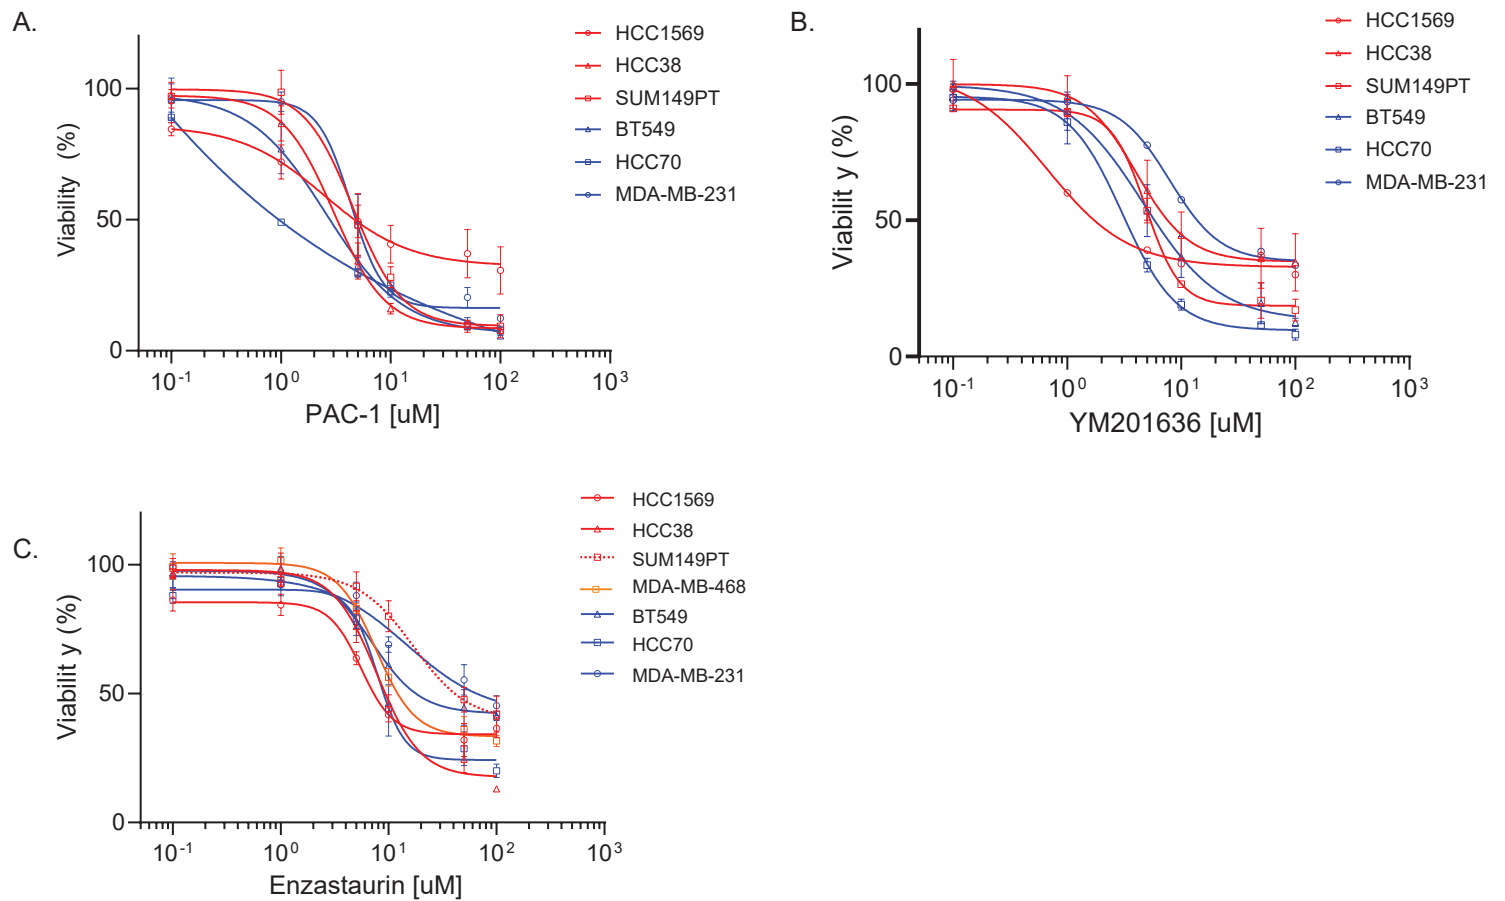

**Supplementary Figure 6.** Drug sensitivity screening. Results obtained for **A)** PAC-1 **B)** YM201636 and **C)** Enzastaurin results including the cell line SUM149PT Data are presented as mean  $\pm$  SE.

# Supplementary Figure 7

A

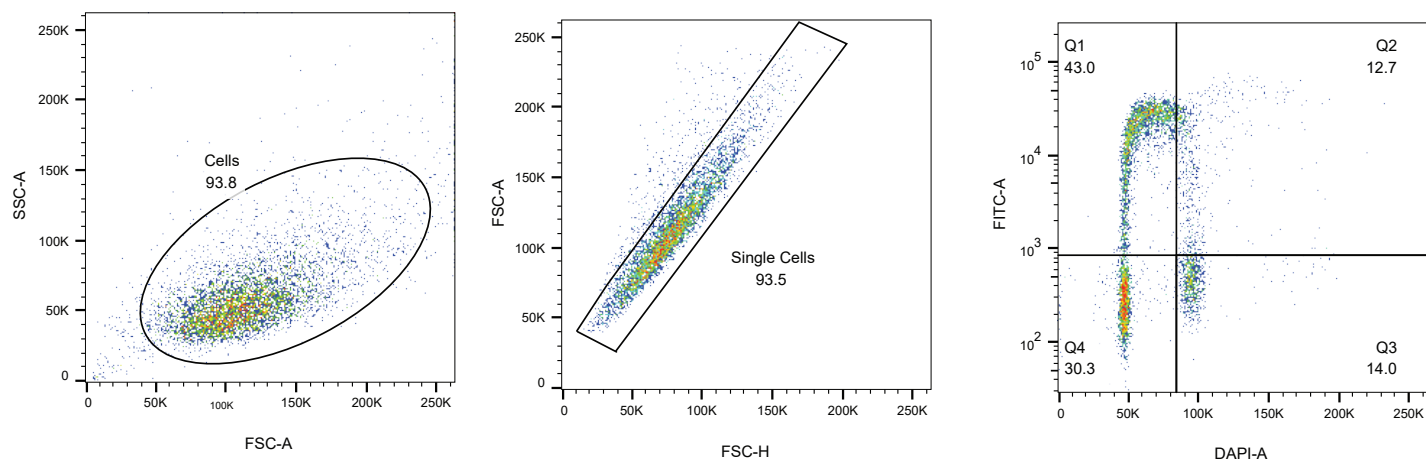

B

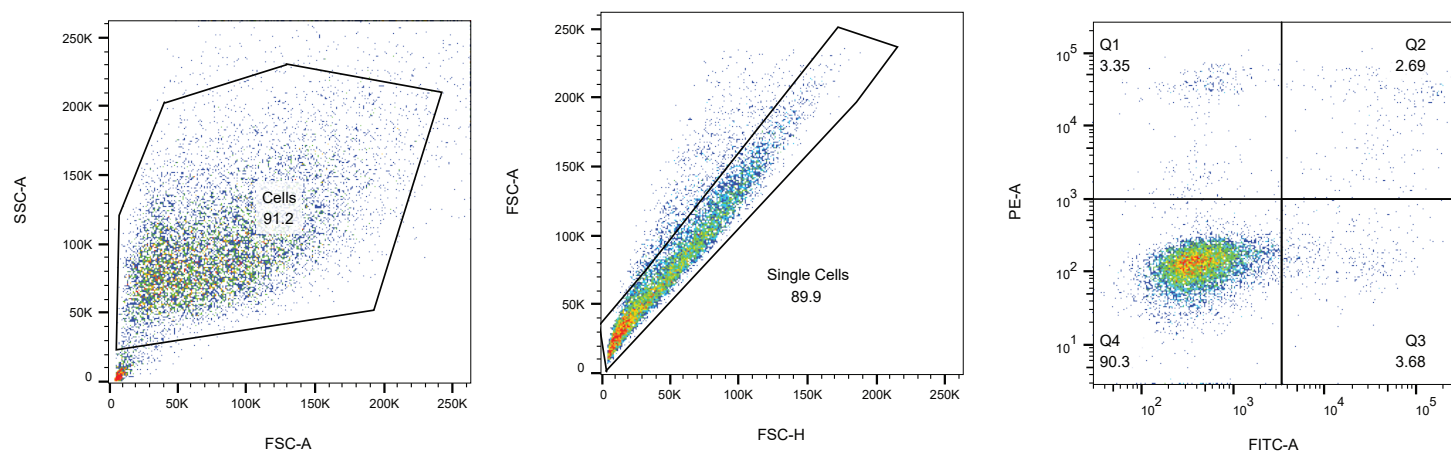

**Supplementary Figure 7.** FACS analysis. A) Gating example for EDU staining B) Gating example for Annexin-V.

## Supplementary Methods

### siRNA sequences (Dharmacon)

---

|                |                                                |
|----------------|------------------------------------------------|
| RP3-522D1.1_1  | GCAGGCUCAAUCAAACCUUUU                          |
| RP3-522D1.1_2  | GCUCAAUCAAACCUUCAUUU                           |
| CTD-2015G9.2_1 | CCGUGGAAACUGCAGACUUUU                          |
| CTD-2015G9.2_2 | GCUGCAGAGGAGGGUGCUUUU                          |
| AC01917.2_1    | UAGCAGAGUCAUACGGAAU                            |
| AC01917.2_2    | GAUGAGGGCAUGUGGAGUU                            |
| AC01917.2_3    | AGAUAAAGUAAACGUGGCA                            |
| AC01917.2_4    | CCAGGCGGAGAGUGGACAA                            |
| EN1            | ON-TARGETplus EN1 SMART pool #L-011266-00-0005 |

---

### LNA GapmeR sequences (Qiagen)

---

LNA1 CGTGGTCCCGGAGAAA  
LNA2 CGGAGAAAAGGAAGTG  
LNA 3 GAATTTGGCACGGCGG

---

### Primers for qRT-PCR

---

RP11-19E11.1 variant 1:  
Fw: 5'-GGGCTGCCAACTGAACTTTT-3'  
Rev: 5'-TTACATCGCAGTCCCCAAGT-3'

RP11-19E11.1 variant 2:  
Fw: 5'-ATCCCTGCAGATTGAGCTCT-3'  
Rev: 5'-ATCGCAGTCCCCAAGTCAA-3'

EN1  
Fw: 5'-GCACACGTTATTCGGATCG-3'  
Rev: 5'-GCTTGTCTCCTTCTCGTTC-3'

GAPDH  
Fw 5'-CGGAGTCAACGGATTTGGTCGTAT-3'  
Rev: 5'-AGCCTTCTCCATGGTGGTGAAGAC-3'

GADD45  
Fw 5'-CAGAAGACCGAAAGGATGGA-3'  
Rev: 5'-AGTGATCGTGCGCTGACTC-3'

CDKN1A  
Fw 5'-GGAAGACCATGTGGACCTGT-3'  
Rev: 5'-GGATTAGGGCTTCTCTTGG-3'

CTD-2015G9.2  
Fw 5'-GCTGGTCAGTGTTTCCTCCT-3'  
Rev: 5'-TCACAGGGGTGATCTCTGG-3'

AC01917.2  
Fw 5'-CGAGCTCCACAACTTCCAC-3'  
Rev: 5'-CAGACAATACCTTCGGGCCT-3'

RP3-522D1.1  
Fw 5'-CGGGAAGAAGAGCAGGGTT-3'  
Rev: 5'-AGTTGCTGGGTTTTCTGGCT-3'

PMAIP1  
Fw 5'-GGACTGTTCTGTTCAGCTC-3'  
Rev: 5'-CACACTCGACTTCCAGCTCT-3'

TP53  
Fw 5'-CAGCACATGACGGAGGTTGT-3'  
Rev: 5'-TCATCCAATACTCCACACGC-3'

SKP2

Fw 5'- CCCTGAGCTGCTAAAGGTCT-3'  
 Rev: 5'- GTGAGGTCTAAGGTCTGCCA-3'  
 E2F1  
 Fw 5'-AGCTGGACCACCTGATGATT-3'  
 Rv 5'-GGTCTGCAATGCTACGAAGG-3'  
 CCNE2  
 Fw 5'-ATACTGACTGCTGCTGCCTT-3'  
 Rv 5'-AGTCTTCAGCTTCACTGGACT-3'  
 MALAT-1  
 Fw 5'-GACGGAGGTTGAGATGAAGC-3'  
 Rv 5'-ATTCGGGGCTCTGTAGTCCT-3'  
 U1  
 Fw 5'-ATACTGACTGCTGCTGCCTT-3'  
 Rv 5'-CAGTCCCCCACTACCACAAATTA-3'  
 XIST  
 Fw 5'-ACGCTGCATGTGTCCTTAGTAGTC-3'  
 Rv 5'-ATTTGGAGCCTCTTATAGCTGTTTG-3'  
 NEAT-1  
 Fw 5'-CAGACCAAGGGCTGTGAACC-3'  
 Rv 5'-AAAAGGAGCACTGCCACCA-3'  
 h18S  
 Fw 5'-CGCCGCTAGAGGTGAAATTCT-3'  
 Rv 5'-CGAACCTCCGACTTTCGTTCT-3'  
 H7sk  
 Fw 5'-GACATCTGTCACCCCATTTGA-3'  
 Rv 5'-GCCTCATTTGGATGTGTCTG-3'

#### RACE primers

---

3'RACE V1 5'-TGGGTGTTGGTGGAGGGGAGAATGG-3'  
 3'RACE V1\_N 5'-GCTTGGGGTTAGGGAAAGGAGGCGC-3'  
 3'RACE V2 5'-CCCGCGCCTTCTATCCCTGCAGATT-3'  
 3'RACE V2\_N 5'-GTCCGCCCAAGTGCCCTCCTCTCAG-3'  
 5'RACE 5'-CTTGACTTGCTAGGATTGGTGGGCC-3'  
 5'RACE\_N 5'-CGTGGTCCCGGAGAAAAGGAAGTGA-3'

---

#### ChIP Primers

---

|              |                            |
|--------------|----------------------------|
| Chr7 neg Fw  | 5'-CTGTCACCATGCCCCACTA-3'  |
| Chr7 neg Rev | 5'-AATCGCTTCGTTGGTTTCAC-3' |
| CDC2 Fw      | 5'-CGCCCTTTCCTCTTTCTTTC-3' |
| CDC2 Rev     | 5'-ATCGGGTAGCCCGTAGACTT-3' |

#### RP11-19E11.1 promoter region

Set 1  
 Fw 5'-CTTCTGCGACCAGCCTTCT-3'  
 Rv 5'-GTTCGGATGTCCAGTTGAGC-3'  
 Set 2  
 Fw 5'-GCTCAACTGGACATCCGAAC-3'  
 Rv 5'-TACTCGGAAGCCCAAGAGTC-3'  
 Set3  
 Fw 5'-CACCCCTGTATCCCTTTGA-3'

Rv 5'-GGTCTCTTCAGCCTTGCTGT-3'

Set4

Fw 5'-TGAGAGTAGCCACGCAATGT-3'

Rv 5'-GCCTCGTGTAACCATTCAGG-3'

Set5

Fw 5'-TGGTCCTGAATGGTTACACG-3'

Rv 5'-ATTTCAGAAGGGGCTCACCT-3'

Set6

Fw 5'-AGGTGAGCCCCTTCTGAAAT-3'

Rv 5'-GGGTAAGAGAACTGGCCACA-3'

---

Figure 5E

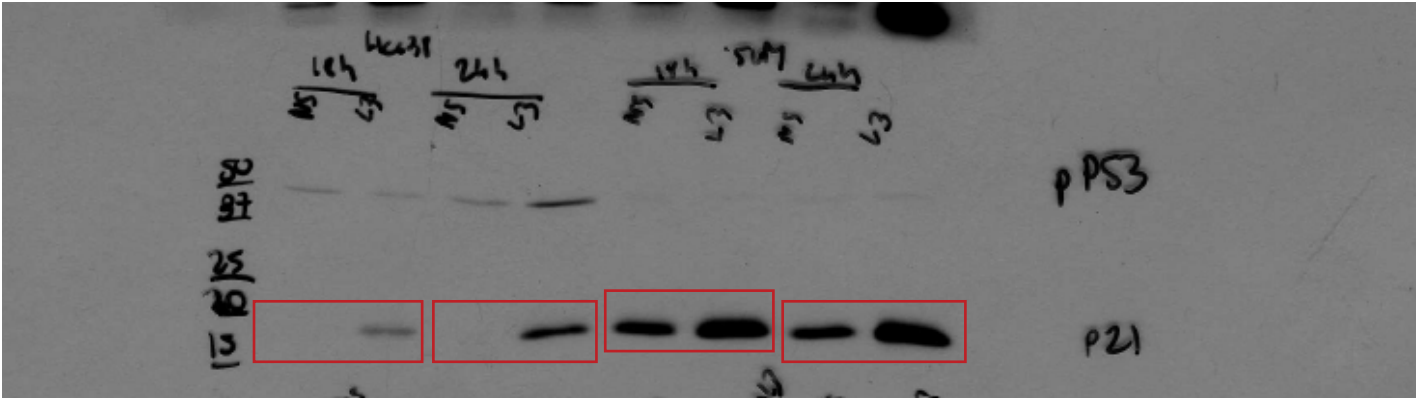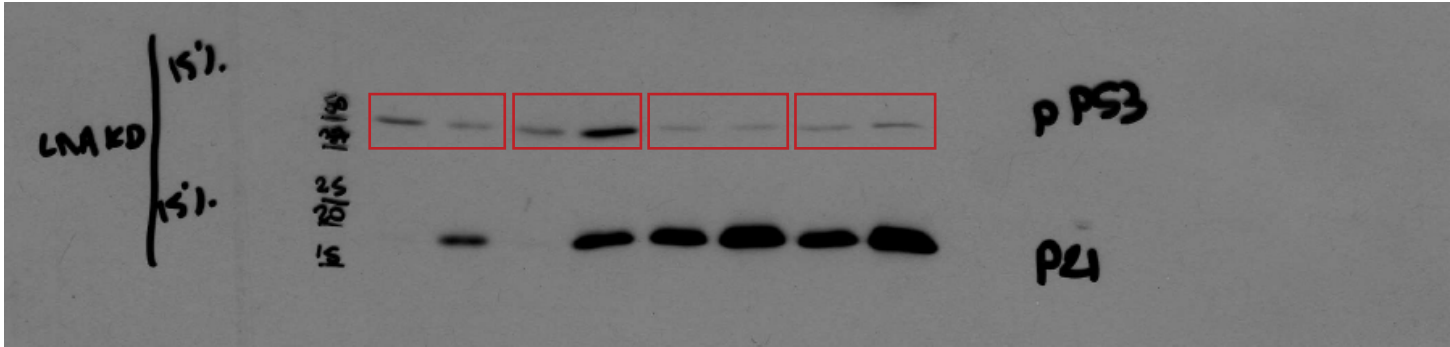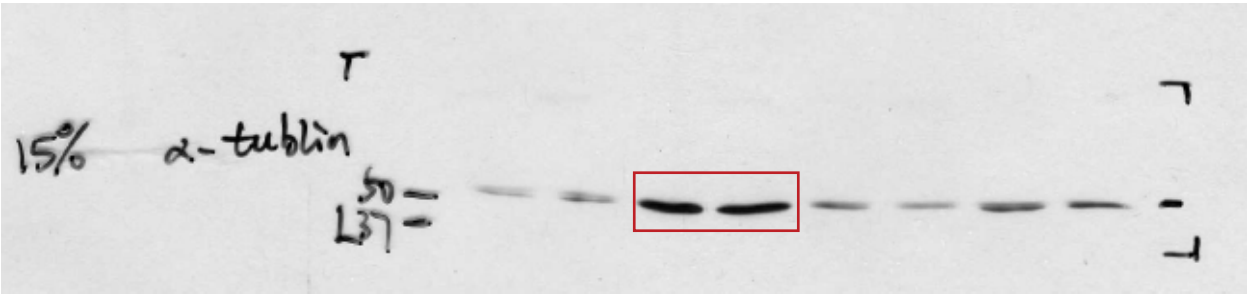Figure 5E

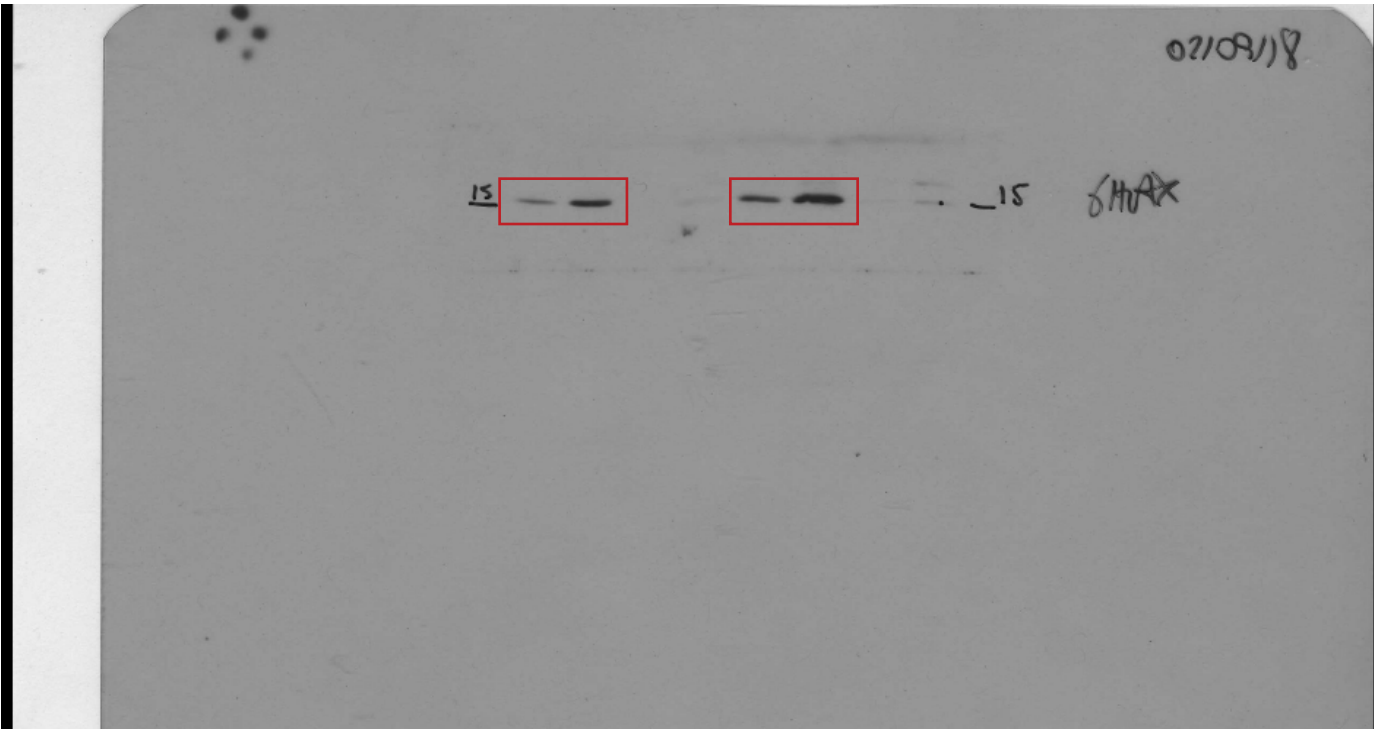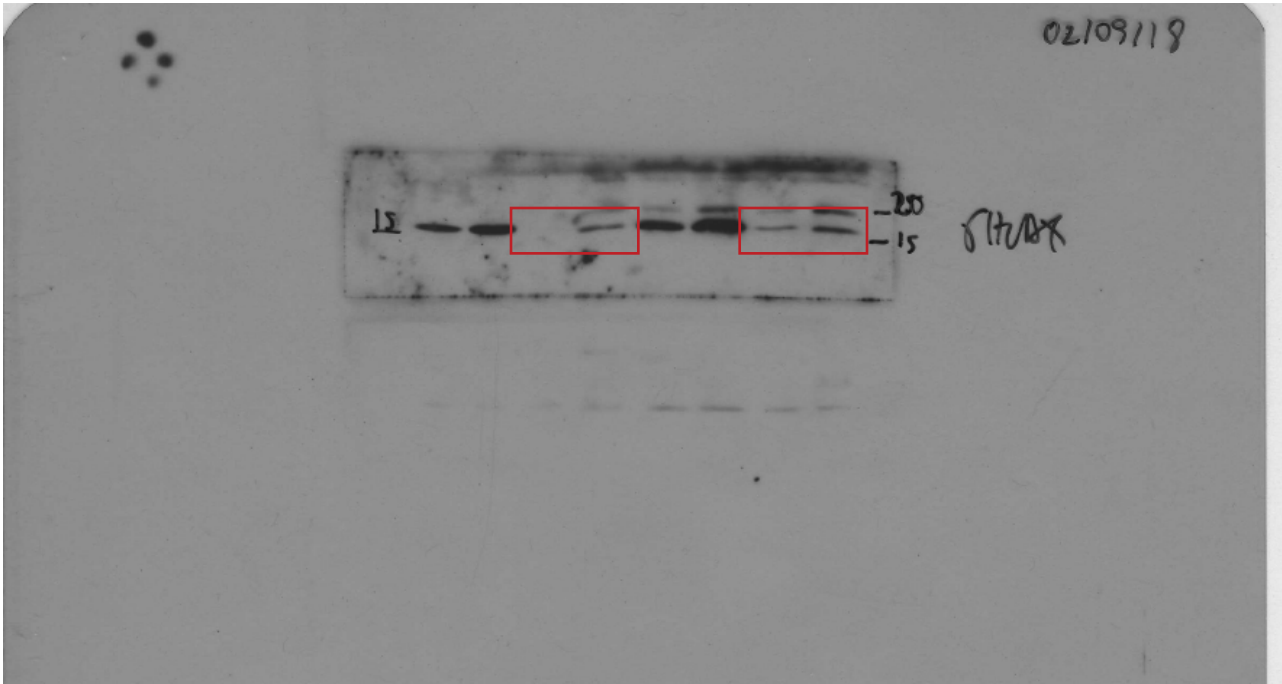

Figura 5E

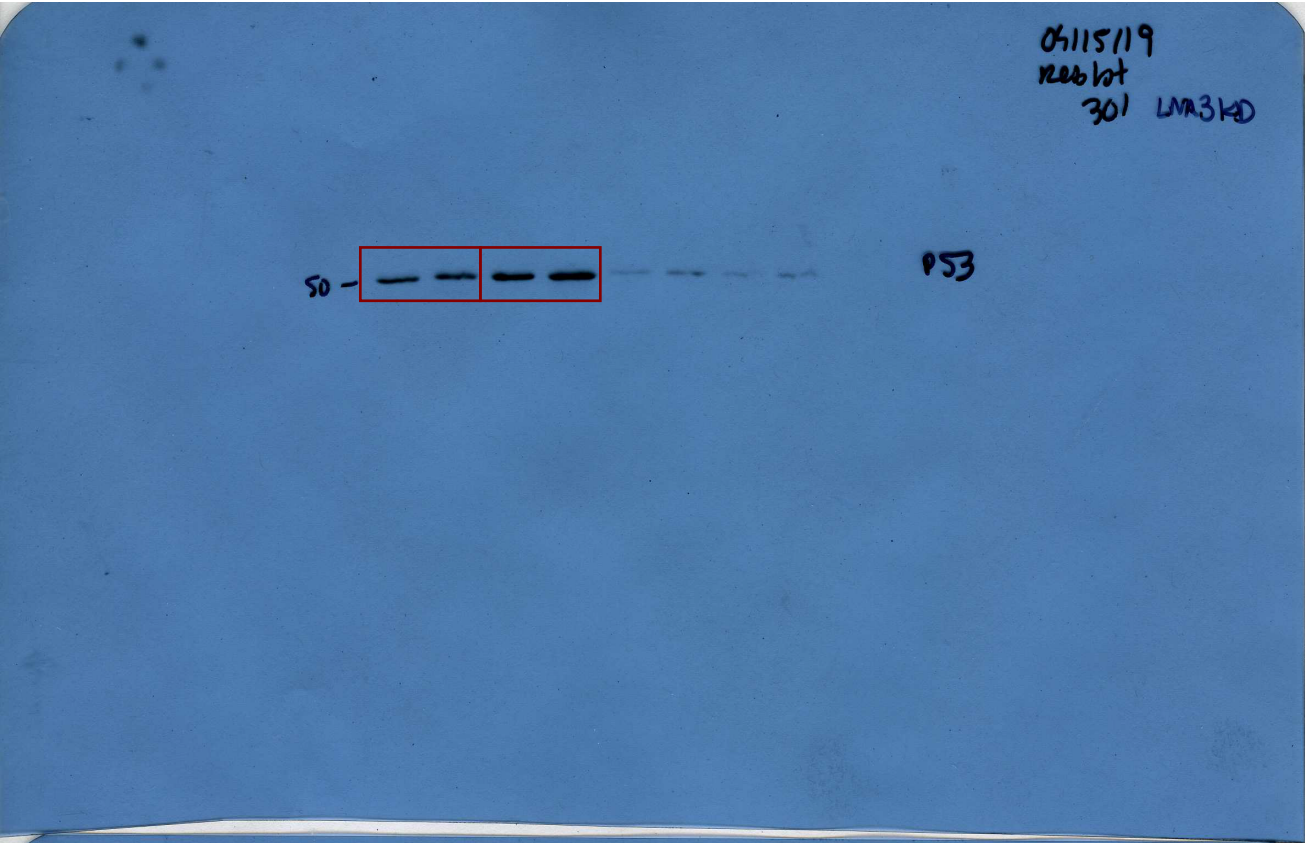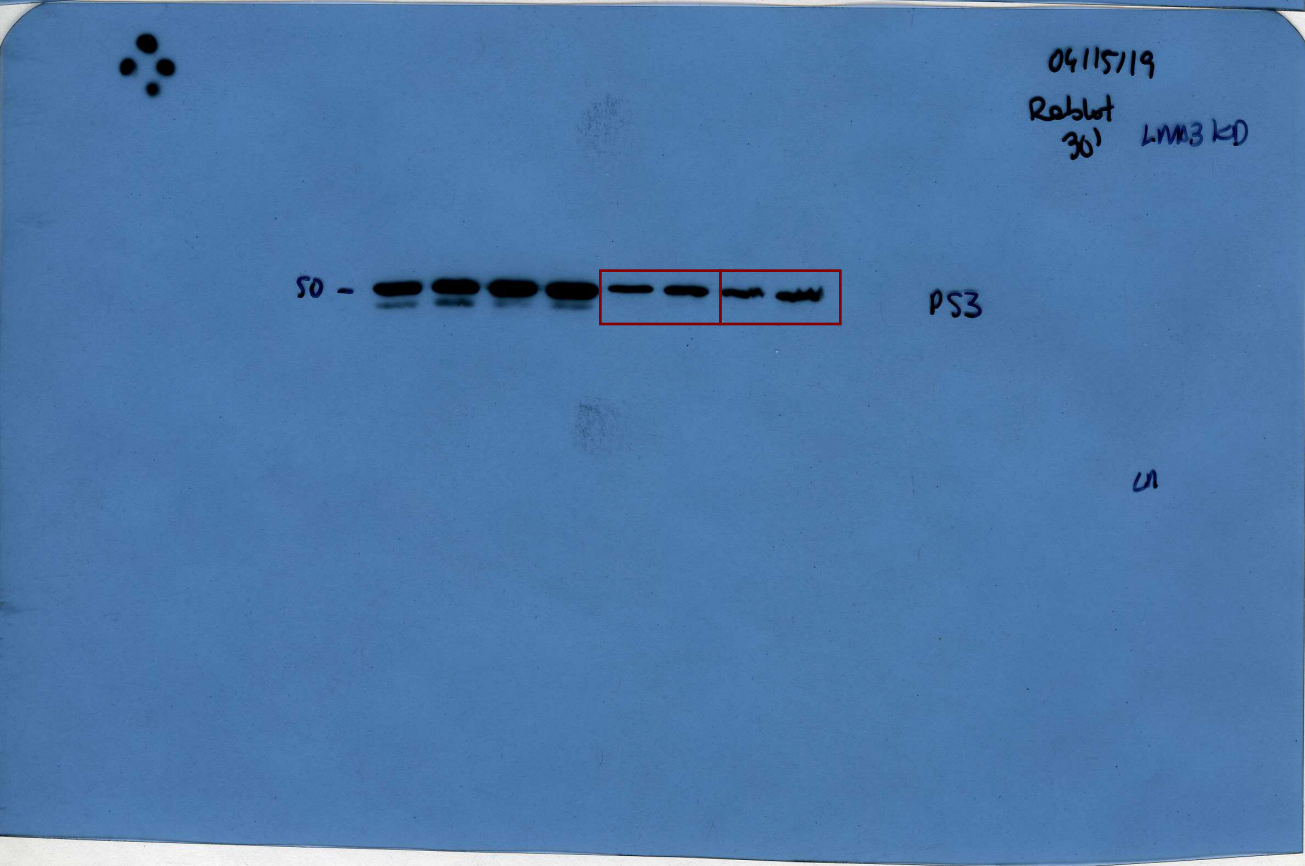

Figure 6B

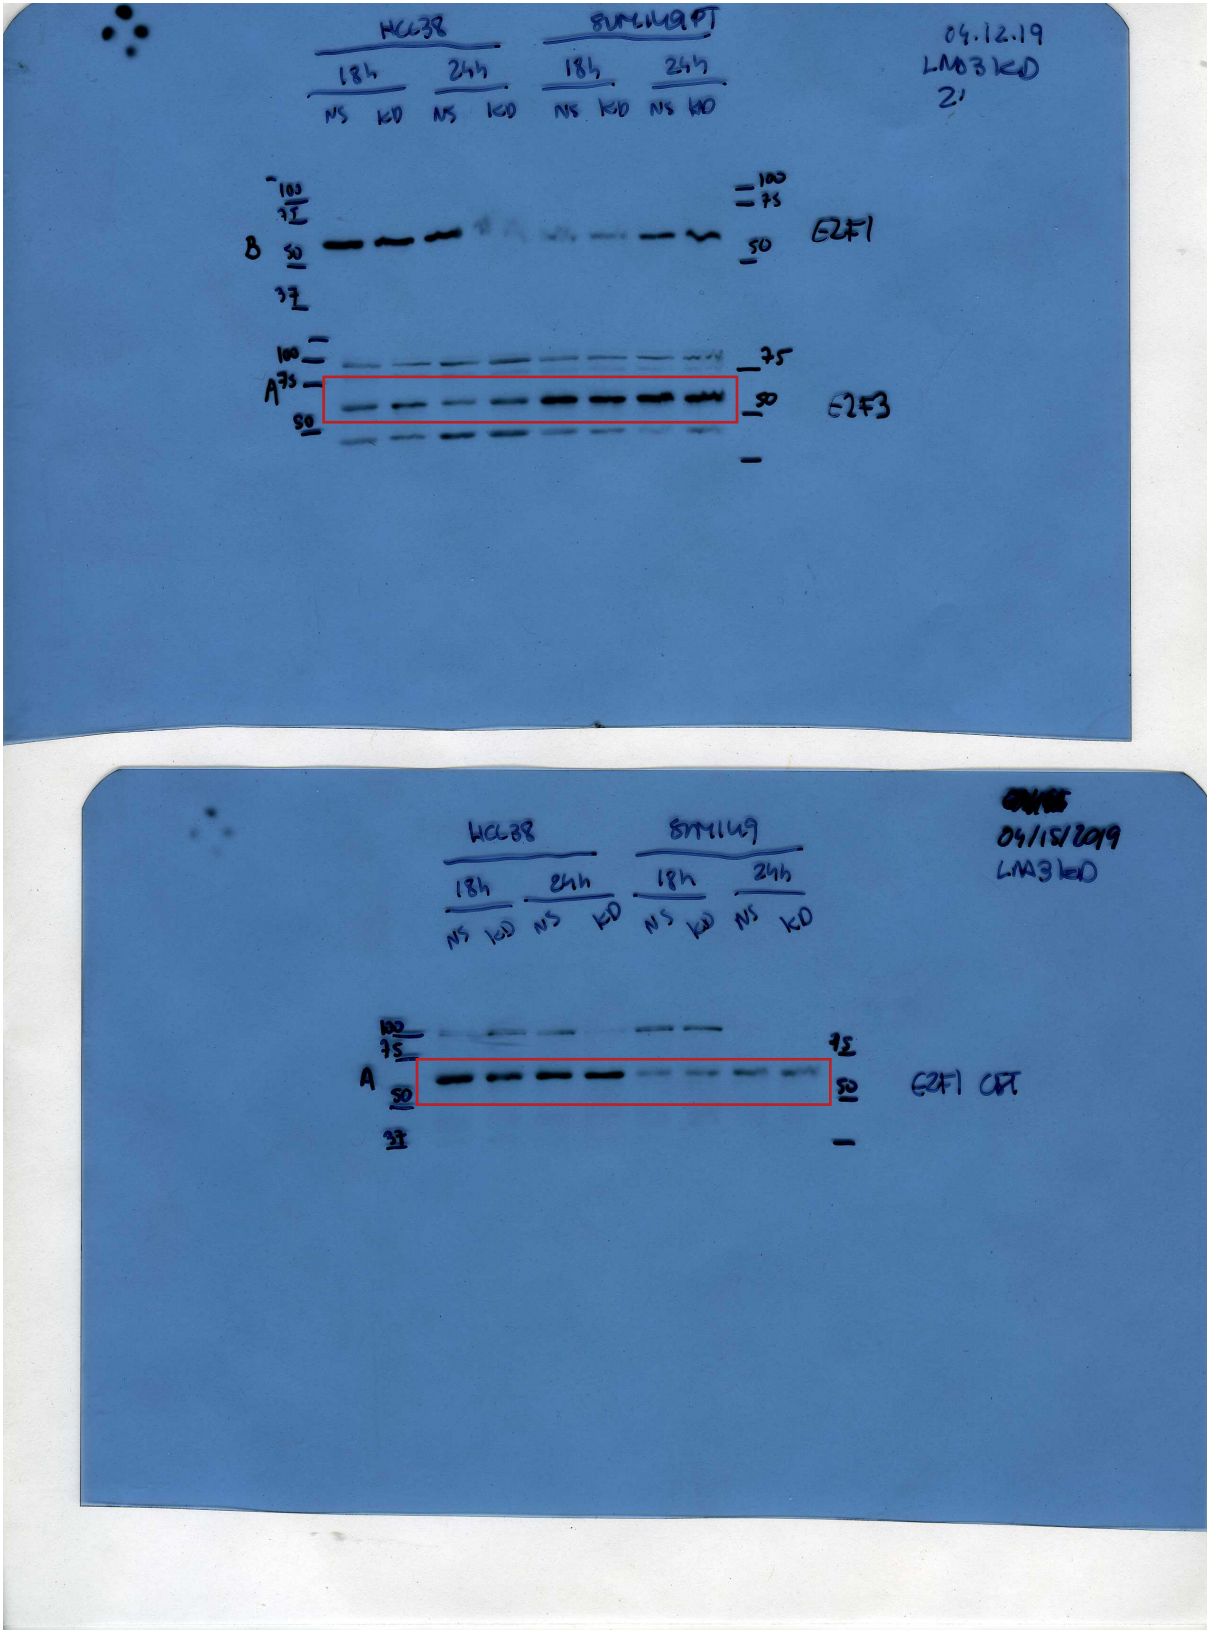

Figure 6B

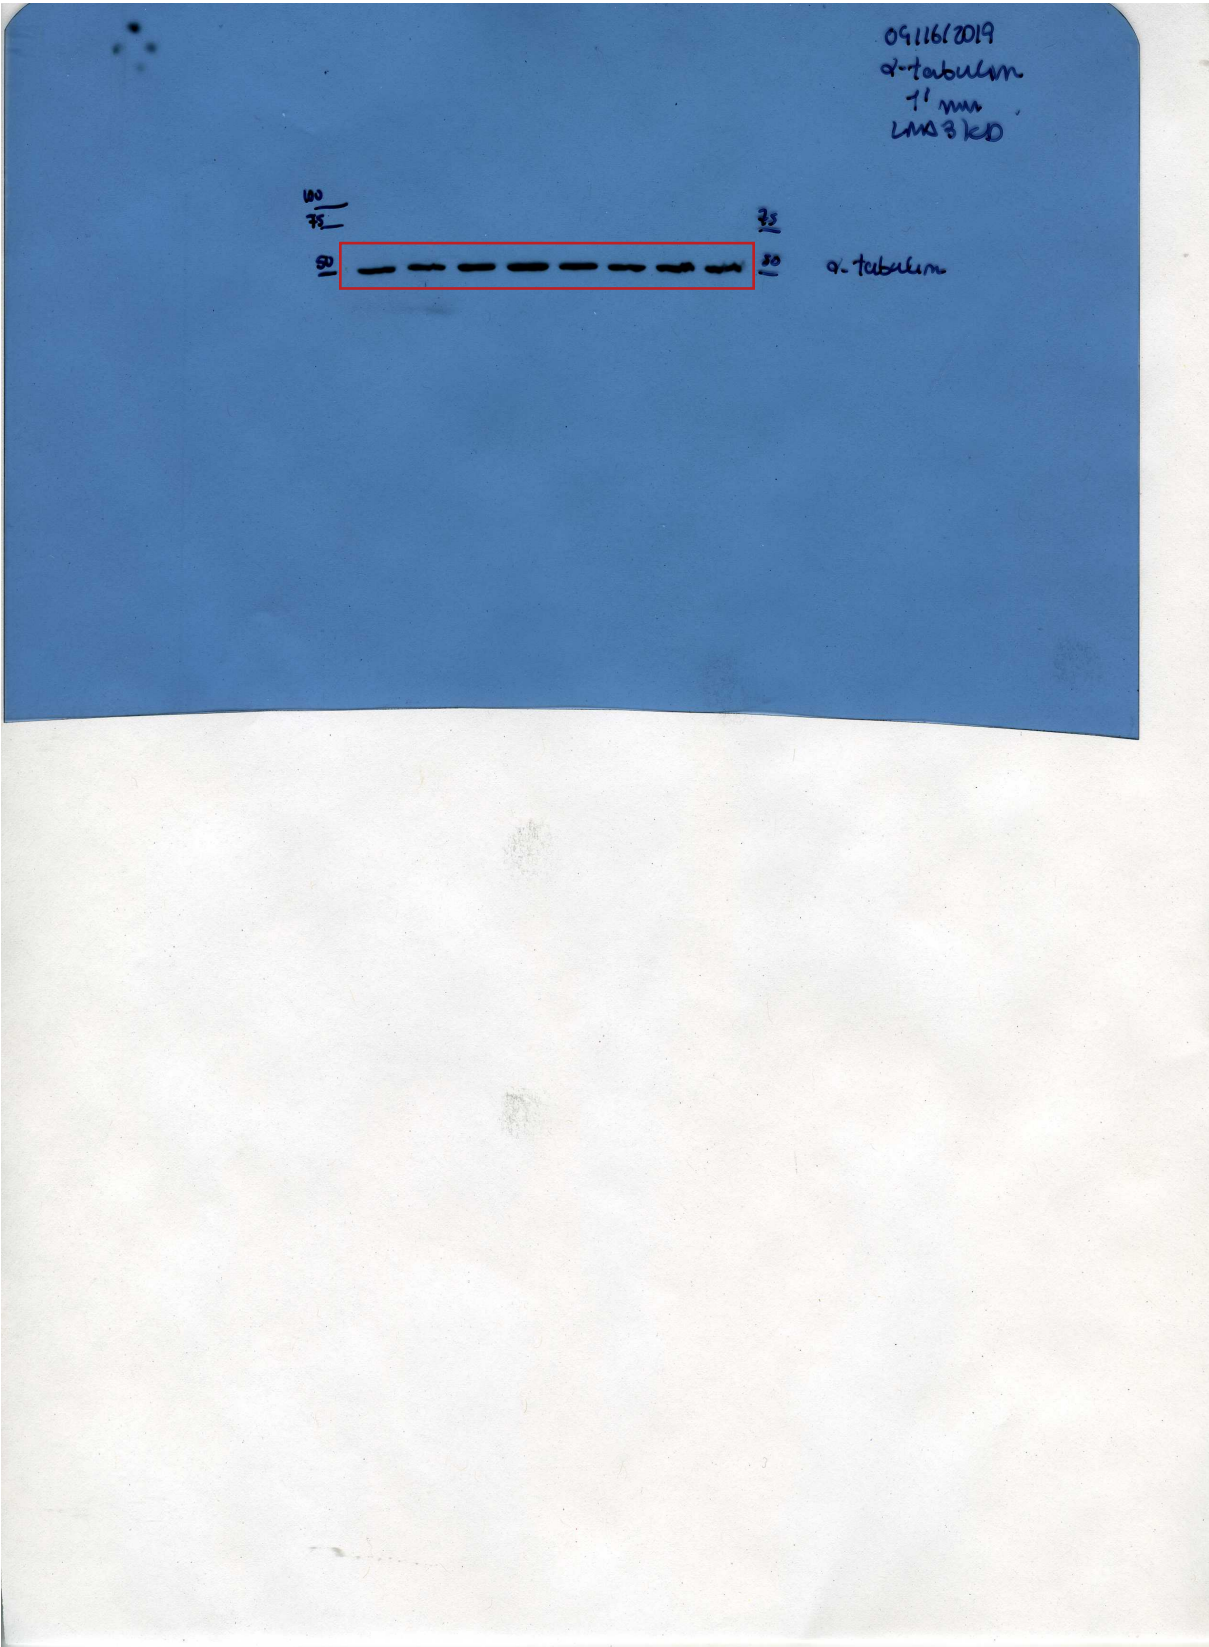

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: LncRNA RP11-19E11 is an E2F1 target required for proliferation and survival of basal breast cancer
**Source:** NPJ Breast Cancer. 2020 Jan 6;6:1. doi: 10.1038/s41523-019-0144-4
**Supplement:** Supplementary file 2 — Reporting Summary Checklist

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

## Software and code

Policy information about [availability of computer code](#)

### Data collection

The read count tables for all the sequencing samples ( $n=1162$ ) in TCGA were downloaded from The National Cancer Institute's (NCI) Genomic Data Commons (GDC). All the raw sequencing reads from our samples and the cell lines downloaded from GSE73526 and GSEA48213.

### Data analysis

#### TCGA data

The count tables were normalized based on their library size factors using DESeq2, and differential expression analysis was performed. Clustering was performed using iCellR (<https://github.com/rezakj/iCellR>) by selecting the dispersed genes running PCA and tSNE. All the methylation Beta values for the samples with Illumina 450 methylation array data ( $n=892$ ) were downloaded from Genomic Data Commons (GDC).

#### RNA-seq

All the raw sequencing reads from our samples and the cell lines downloaded were mapped to the human reference genome (GRCh37/hg19) using the STAR aligner (v2.5.0c) (Dobin et al., 2013). Alignments were guided by a Gene Transfer Format file. The mean read insert sizes and their standard deviations were calculated using Picard tools (v.1.126) (<http://broadinstitute.github.io/picard>). The read count tables were generated using HTSeq (v0.6.0) (Anders et al., 2015) normalized based on their library size factors using DESeq2 (Love et al. 2014), and differential expression analysis was performed. The Read Per Million (RPM) normalized BigWig files were generated using BEDTools (v2.17.0) (Quinlan and Hall, 2010) and bedGraphToBigWig tool (v4). All downstream statistical analyses and generating plots were performed in R environment (v3.1.1) (<http://www.r-project.org/>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq raw data generated in this study is deposited in the Gene Expression Omnibus (GEO) database with the accession number #TBD. Figures associated with this raw data are Figure 3E, Figure 5C and D, Figure 6A.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | This study was based in the analysis of TCGA data from (882) 769 patients represented by 131 Basal-like, 64 HER2, 404 Luminal A, 170 Luminal B, 25 Normal-like subtypes and 113 samples of Normal-Tissue. |
| Data exclusions | TCGA patients with unknown molecular classification (no PAM50) were excluded from the analysis.                                                                                                           |
| Replication     | All experiments were performed at least two or three times in duplicate/triplicate.                                                                                                                       |
| Randomization   | Not relevant to our study                                                                                                                                                                                 |
| Blinding        | Not relevant to our study                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The primary antibody used and dilutions are $\alpha$ -tubulin (Sigma T5168, 1:5000), E2F1 (CST #3742, 1:1000), E2F3 (Gentex GTX11843, 1:2000), p21 (CST #2947, 1:1000), P53 (Santa Cruz FL-393, 1:1000), p-P53 (CST #9286, 1:1000), $\gamma$ H2AX (CST #9718, 1:1000). |
| Validation      | All antibodies are commercially available and have been validated by the company or numerous research articles.                                                                                                                                                        |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                        |
|---------------------|--------------------------------------------------------------------------------------------------------|
| Cell line source(s) | MDA-MB-231, Hs578T, MDA-MB-157, MDA-MB-468, MCF7, SkBr3, BT474, HCC2157, HCC38, HCC2157, BT549, HCC70, |
|---------------------|--------------------------------------------------------------------------------------------------------|

|                                                                      |                                                                                                                                                                        |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HCC1143, T-47D were obtained from ATCC. SUM149PT, SUM159PT were a gift from Neel BG laboratory (Cell. 2016 Jan 14;164(1-2):293-309. doi: 10.1016/j.cell.2015.11.062.). |
| Authentication                                                       | Non of the cells lines have been authenticated.                                                                                                                        |
| Mycoplasma contamination                                             | All the cells lines are Mycoplasma negative. Periodic test using ATCC PCR Mycoplasma detection kit have been performed.                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not relevant to our study                                                                                                                                              |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For EdU and cell cycle analysis, Click-iT EdU Alexa Fluor 488 kit was used (Invitrogen C10337) following manufacturer's instructions.<br>Annexin-V staining was performed using Annexin-V Kit (Mileny Biotec, 130-092-052) following manufacturer instructions.                                  |
| Instrument                | All analyses were performed with LSRII UV cell analyzer (BD bioscience).                                                                                                                                                                                                                         |
| Software                  | All analyses were performed with FlowJo software.                                                                                                                                                                                                                                                |
| Cell population abundance | All all our analysis are from a homogeneous population (established breast cancer cell lines), so after sorting out doublets, the remain analysis include 85-99% of the cells, containing at least 5000 single cells.                                                                            |
| Gating strategy           | We selected our population first screening FSC/SCC. Then, to exclude doublets, we plotted FSC-H/FSC-A. Single cell population was selected for further analysis and plotted DAPI/EDU-Alexa468 or PI/ANEXINV-FITC. Bounders were selected using negative controls (untreated cells as reference). |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

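RNA from 3 basal-like breast cancer cell lines, MDA-MB-468, SUM149PT and HCC38, was sequenced 24 h after transfection with LNA1 and LNA2 together against the lncRNA, or with a non-targeting LNA, in 2 libraries per line and treatment, 12 in all. The authors deposited whole-number counts per Ensembl gene, 63677 genes per library, not normalized. According to the methods of the paper the reads were aligned to GRCh37 (hg19) with STAR and counted with HTSeq. The submitters' processing notes list CASAVA 1.8.4, TopHat2 2.0.13, HTSeq 0.6.0, DESeq 3.0, bedtools 2.17.0 and R 3.1.1 with the same build, and name no STAR, so the aligner of these counts is left open. The release of the gene annotation is not given in the sources used here. The 5 summary lines of each library, which name no gene (reads in no gene, ambiguous, not aligned or with several alignments), held 40.8% to 53.7% of all counts and were left out of library sizes and tests. Gene counts per library ran from 32187835 to 56191152. At this depth the lncRNA had 52 counts over the LNA NS libraries of MDA-MB-468, 742 in SUM149PT and 1405 in HCC38, so its ratio is least precise in MDA-MB-468. Intervals from counts cover counting error only.

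From the counts, edgeR 4.0.16 with limma 3.58.1 in R 4.3.3 gave the tests. Genes passed filterByExpr (minimum count 10, minimum total 15), which kept 21325, and libraries were normalized by TMM. One quasi-likelihood fit held a mean for each of the 6 groups, with a common dispersion of 0.0109 and 6 residual degrees of freedom, because each line alone has 2 libraries against 2. Contrasts were knock-down against LNA NS in each line, the mean of the 3 contrasts, and an F test of their differences. Deregulated genes have a Benjamini-Hochberg adjusted p under 0.1 and more than a 2-fold change, as in Fig. 5c. The text calls a named gene risen or fallen at an adjusted p under 0.1. Standard errors are those of the log2 fold change in the fit. DESeq2 1.42.0 was an alternative. Sites, lengths and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

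The genes named in the text follow a rule fixed before the data were examined, as were the gene lists and the alternatives unless the text says otherwise. It takes every gene the paper names for this experiment or its follow-up; the 10 largest shared rises and the 10 largest shared falls in the mean contrast, with a mean of at least 1 CPM; for each line the 5 largest rises and falls with at least 1 CPM in that line and an adjusted interaction p under 0.1; up to 4 members of each list with the smallest adjusted p; and any gene with a perfect off-target match that could be tested, of which there was none. From the genes taken per line the text gives those that show the difference between lines most plainly.

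Of the 25 lists, 24 were tested: E2F G1/S and replication targets, G2/M mitotic genes, the E2F family, RB axis regulators, neighboring genes, p53 targets, the TNF-α and NF-κB response, the UV and stress response, DNA repair and checkpoint, core apoptosis, the interferon response, the integrated stress and unfolded protein response, cholesterol and fatty acid synthesis, replication-dependent histones, the PI3K-AKT-mTOR pathway, the protein kinase C family, cytosolic ribosomal proteins, mitochondrially encoded mRNAs, nuclear lncRNAs and snoRNA host genes, and markers of basal, luminal, mesenchymal, immune, and erythroid or endothelial cells. Of the other list, the lncRNA candidates of the paper, the targeted lncRNA was the 1 member measured. The lists held 855 entries, of which 32 had no match among the gene names, 20 of them histone genes. Camera used a preset correlation of 0.01, with an estimated correlation and fry as alternatives.

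Positions come from a GENCODE annotation lifted to GRCh37, which matched 55665 of the 63677 genes; the others held 0.636% of the counts. Its gene models can differ from those the authors counted on. The lncRNA was found in it by its coordinates in Fig. 3a and by the perfect matches of the LNAs. Each 16-nt LNA was searched in the whole genome for sites with 0 or 1 mismatch and for shorter perfect matches, on the transcribed strand of a gene (sense) and on the other strand as a control, and LNA3, which was not given, was searched in the same way.

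The pipeline was tested on simulated counts drawn from the real means and library sizes of 20824 genes. With 4-fold changes, 100% of the changed genes were recovered in each line. With 2-fold changes it was 98.5% in MDA-MB-468, 100% in SUM149PT and 95.5% in HCC38, and with 1.5-fold changes 65.7%, 70.1% and 68.7%, against 97.0% in the mean contrast. These percentages count genes by adjusted p alone. They were not split by expression level, so recovery of genes below 1 CPM was not shown. With an estimated change of more than 2-fold also required, 37, 35 and 36 of the 67 genes simulated at 2-fold were called in these lines. The alternatives tried were other normalizations, DESeq2, each line fitted alone, other filters and thresholds, a replicate block, thinned libraries, leaving out each library in turn, other gene set tests, other promoter and site definitions, and, added later, a correction for gene length, a crossed replicate block and leaving out genes with partial LNA matches. Experiments of the paper with LNA3, RT-qPCR, proteins and patient data were not analysed here.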

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

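The tests of near-matching sites against genes of equal length, of length at equal numbers of partial matches and in genes without near-matching sites, of sites with 0 to 2 mismatches, of upstream genes, of depth, and of lists between pairs of lines were chosen after the results were seen, and those of upstream genes and depth were later limited to genes below 1 CPM.

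Of the 30 tested genes other than the lncRNA with a sense site of LNA1 or LNA2 with 0 or 1 mismatch, which the paper does not report on, 24 fell on average (median log2 fold change −1.41, or −1.24 with the genes at 0 counts in a group set to their bound; camera p = 3.0e-27, and p = 1.9e-04 with an estimated correlation), and across 20686 genes the fold change fell with gene length (Spearman correlation −0.227 on average, −0.219 in MDA-MB-468, −0.0868 in SUM149PT and −0.282 in HCC38, and 0.00898 in SUM149PT without the genes deregulated on average, genes not being independent replicates). Against gene length by itself, the near-site genes lay −1.195 from genes matched on length and expression (95% of draws −1.47 to −0.893; p = 1e-04, the smallest the draws can give), and against GC content, the partial correlation with length at equal exonic GC was −0.252. Cleavage of pre-mRNAs at near-matching sites is a candidate explanation: sense sites lay −1.29 below antisense sites on the same matched scale. At 0 to 2 mismatches, the limit at which LNA3, which was not given, has sites in tested genes (set from the number of sites), LNA1 and LNA2 sense sites differed from matched genes by −0.23 (−0.287 to −0.178), antisense sites by −0.07 (−0.130 to −0.0079) and LNA3 sense sites by 0.07 (−0.119 to 0.275). For the 6192 genes of 50 kb or more, length by itself and cleavage as the whole cause cannot be told apart. The partial correlation with the number of sense matches of 10 nt or more was −0.0624 (standard error 0.0127). It lies less than 2 standard errors below its bound of −0.05, though more than 2 below 0. The controls lay within 2 of 0, at 0.0138 for antisense matches and −0.0159 for sense matches of LNA3. The median log2 fold change was −0.013 with no sense match and −0.262 with 3 or more, but also −0.059 and −0.266 by antisense matches. The partial correlation with length at equal numbers of sense matches was −0.144, and −0.142 (standard error 0.0134) in the 5611 without a sense site of 0 to 2 mismatches. Both lie more than 2 below the bound of −0.1 set for cleavage as the whole cause. The number of matches measures cleavage only roughly, however. The 568 genes with neither such a site nor a match gave −0.137 (standard error 0.0421), less than 2 below that bound, though more than 2 below 0.

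The E2F G1/S and replication targets fell as a list, 43 of 67 on average. Against a trend with gene length, the list still fell with that trend removed (camera adjusted p = 7.2e-06 at the preset correlation; without this correction, adjusted p = 0.283 with an estimated correlation), and against partial LNA sites, its 25 members with no sense match of 10 nt or more lay −0.33 from matched genes that also have none (95% of draws −0.494 to −0.146, and −0.498 to −0.144 for the 24 that also hold no sense site of 0 to 2 mismatches, a set chosen later; one-sided p = 6e-04 by permutation of membership among matched genes). Both tests take genes as close to independent, while the estimated correlation between members was 0.167. Permutations of the labels within lines gave as small a p in 13 of 100 cases, the real one included (real p = 4.7e-06, smallest other 1.5e-08). Many of these permutations still hold the knock-down contrast of part of the lines, so they are not free of its effect. They therefore cannot decide whether chance accounts for the fall of the list as a whole. A lower E2F output after loss of the lncRNA may account for the fall and stays open, since each knock-down library holds LNA1 and LNA2 together and none holds a single LNA or LNA3.

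Of the 253 genes that rose in all 3 lines, 164 were close to silent with LNA NS, below 1 CPM. Of the 157 of these with coordinates, 63.1% have an expressed gene on the same strand that ends within 20 kb upstream, against 24.8% of genes matched on control level and length, a difference of 38.2 percentage points, while upstream genes on the opposite strand were found for 12.7% against 26.4%; of all 245 rises with coordinates, 59.2% have one on the same strand. With all libraries thinned to the shallowest, 79.9% of the 164 were still called in all 3 lines, short of the 80% set for excluding depth. Of the 89 shared rises at 1 CPM or more, 95.5% were still called. Thinning by itself costs calls among genes with few counts, so this test cannot decide whether depth played a part in the 164 rises. Transcription that runs on from the upstream gene is a candidate explanation, and a rise of the genes' own promoters stays open, because counts per gene do not show where transcripts begin. Of the 245 rises, 145 have an expressed upstream gene on the same strand. These 145 upstream genes had a median log2 fold change of 0.09, with 64 rising and 35 falling.

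Splits of the libraries within cell lines were drawn at random, 100 of the 108 possible ones with the real one included, and many of them still hold the knock-down contrast of part of the lines. By these permutations, chance can be excluded for the 2670 genes deregulated in the mean contrast (1 of 100; highest other 1322), for the p53 targets (1 of 100; real p = 0.0014, smallest other 0.0037), for the TNF-α and NF-κB response (1 of 100; 1.6e-13 and 1.2e-10), for the UV and stress response (2 of 100; 1.9e-12 and 7.8e-13) and for the near-matching LNA sites (1 of 100; 3.0e-27 and 5.9e-20). The p of these lists come from camera at the preset correlation, and the p53, TNF and UV lists each had an adjusted p = 0.283 with an estimated correlation. Chance cannot be excluded for the correlation with gene length (15 of 100; size 0.227, highest other 0.294) or for the E2F motif promoters (72 of 100; p = 0.84, smallest other 0.301).

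The change differed between the 3 lines for 6916 genes by edgeR's interaction test at an adjusted p under 0.1. G2/M mitotic genes were higher in MDA-MB-468 than in HCC38 in their response (camera adjusted p = 3.1e-18 over 72 comparisons of lists between lines, and adjusted p = 0.234 with an estimated correlation). Of the E2F family, E2F1 (adjusted p = 0.0091), E2F3 (adjusted p = 0.038) and E2F8 (adjusted p = 0.020) differed between lines by the same edgeR test. So did the neighboring genes MARCO (adjusted p = 4.5e-04), STEAP3 (adjusted p = 0.0022), EN1 (adjusted p = 0.028) and CCDC93 (adjusted p = 0.062), and among p53 targets CDKN1A (adjusted p = 0.0023) and GADD45A (adjusted p = 8.5e-04).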

How the results depend on the processing

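The correction for gene length, the crossed replicate block and leaving out genes with partial LNA matches were chosen after seeing the data. The fall of the lncRNA kept its direction and stayed past the threshold in each line under each alternative that kept this gene. Numbers of deregulated genes in MDA-MB-468, SUM149PT, HCC38, all 3 lines together and the mean contrast stayed within 1.5 times with RLE factors, library totals, DESeq2, each line alone (no mean contrast), no filter, an adjusted p threshold of 0.05 and thinned libraries. With at least 10 counts in every library they were 2415, 1098, 964, 416 and 1050, with fewer genes tested. With no fold threshold they were 10783, 8101, 7243, 3533 and 11696. Without genes with a sense match of 10 nt or more to LNA1 or LNA2, which leaves fewer genes, they were 2047, 1112, 948, 217 and 1329, and 3055 genes differed between lines. Leaving out 1 library at a time gave 3557 to 4615, 1892 to 2269, 1536 to 2015, 555 to 661 and 2551 to 2836, and 5102 to 6780 genes that differed between lines; where a group is left with 1 library, it is assumed to vary like the others. The correlation of fold change with gene length was −0.134 with no filter and −0.160 without the changed genes, for which the cause was not tested, and 0.020 with the length trend removed, which follows from the correction.

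With the correlation estimated, the set tests no longer passed: adjusted p was 0.466 for the E2F targets and 0.275 for the p53, UV and TNF lists in MDA-MB-468; 0.436, 0.261, 0.381 and 0.261 in SUM149PT; 0.325, 0.202, 0.196 and 0.196 in HCC38; and 0.283 for each on average. The cause of this loss was not tested. Of the other lists 7 passed on average, 12 with no filter, 0 with the estimated correlation, 18 with fry, which does not compare a list with other genes, and 7 to 11 without 1 library, 11 without HCC38 knock-down replicate 1. By fry on the fit of all libraries (n = 12) the E2F motif promoters were lower, with p = 0.0139 in MDA-MB-468, where camera gave the other direction, 0.00188 in HCC38 and 0.00119 on average.

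Of 6544 values of single genes and other lists under 25 alternatives, 6352 kept their side of the threshold, 71 of them with a change of sign where neither value passed, 117 lost their call, 73 gained one and 2 reversed. These 2 arose with the length trend removed, where the log2 fold change became 0.353 for gene RB1, mean of the 3 lines, and −0.0179 for gene MT-ND4L, mean of the 3 lines. Replicate numbers did not pair the libraries (correlation of deviations −0.005 in MDA-MB-468, 0.097 in SUM149PT and −0.118 in HCC38). A replicate block gave 4197, 2122, 1849 and 619 deregulated genes in the 3 lines and shared, and with the numbers of HCC38 crossed 4350, 2274, 2028 and 652. Depth limits the lncRNA in MDA-MB-468 and genes near 0 counts.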

Differences from the paper's values

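In SUM149PT, 2265 genes were deregulated at the thresholds of Fig. 5c, against the paper's total of about 1500 in Fig. 5c, read by eye. Among the alternatives set before the data were examined, DESeq2 on all libraries gave 1907, DESeq2 on each line alone 1564, edgeR on each line alone 2122, at least 10 counts in every library 1098, an adjusted p threshold of 0.05 1871, the replicate block 2122 and thinned libraries 2185, each within 1.5 times of the paper's value, as were 9 of the 12 fits without 1 library. RLE factors (2259), library totals (2271), no filter (2323), no fold threshold (8101) and the fits without MDA-MB-468 LNA NS replicate 1 (2254), knock-down replicate 1 (2268) or knock-down replicate 2 (2269) were not.

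Shared by all 3 lines were 642 genes, against 489 in the paper, a difference of less than 1.5 times. DESeq2 on each line alone gave 496 shared genes, with 3488 in MDA-MB-468 and 1476 in HCC38, where Fig. 5c shows about 3400 and about 1500, read by eye. With the length trend removed, chosen after seeing the values, 491 genes were shared.

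The paper states that no E2F family member changed significantly. Here 6 of the 8 passed an adjusted p under 0.1 on average over the lines (E2F1 −0.32, E2F3 −0.31, E2F2 −0.24, E2F4 −0.14, E2F6 0.29 and E2F7 0.23, edgeR's quasi-likelihood test), none by more than 2-fold, and E2F5 and E2F8 did not pass. The mean folds over the lines, such as 0.812 for E2F1, match the points of Fig. 6a as far as they can be read.

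Of neighboring genes, the paper states that none changed significantly, EN1 included. Here EN1 did not pass on average (log2 fold change 0.03), while 6 of the 10 tested genes passed an adjusted p under 0.1. None of these 6 changed by more than 2-fold on average, and several other settings end the call of INSIG2. The largest change among the 6 was that of CCDC93, with a log2 fold change of −0.96 (edgeR adjusted p = 1.3e-08). The mean fold of CCDC93 over the lines, 0.521, is near the 0.5 read from Fig. 3e. This gene holds 5 sense matches of 10 nt or more to the LNAs, the longest of 11 nt, and 3 antisense matches.

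For p21, the product of CDKN1A, the paper states that RNA and protein rose in SUM149PT (Supplementary Fig. 5). Here CDKN1A had a log2 fold change of −0.06 in SUM149PT that did not pass (edgeR adjusted p = 0.676) and fell in MDA-MB-468 (−0.66, edgeR adjusted p = 4.3e-05). The paper's value is by qRT-PCR in another experiment.

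Genes with the E2F motif were lost in the paper, which used GSEA. Here they did not stand apart from other genes by camera on the fit of all libraries (n = 12, p = 0.84 on average), while fry, which does not compare them with other genes, gave p = 0.00119 for a lower level.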

Other observations

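The comparison of lists between lines, and the choice of the pairs of lines given, came after the results were seen.

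Of 53 measured genes of the integrated stress and unfolded protein response, 34 rose, 16 fell and 3 did not pass on average, also when adjusted over the list alone, with a median log2 fold change of 0.31 (camera adjusted p = 2.3e-06, and adjusted p = 0.283 with an estimated correlation). CHAC1, a glutathione-degrading enzyme induced by ATF4, rose by 2.09 in MDA-MB-468, 1.56 in SUM149PT and 2.16 in HCC38 (mean 1.94, standard error 0.0644, adjusted p = 4.1e-12 from edgeR's quasi-likelihood test). Of 49 interferon response genes, 28 rose, 7 fell and 14 did not pass, the same when adjusted over the list alone (median 0.38, camera adjusted p = 0.0011, and adjusted p = 0.283 with an estimated correlation), with rises of the antiviral genes RSAD2 (1.85), SAMD9 (1.66) and IFIT2 (1.52) and the RNA sensor IFIH1 (0.80). Of 14 nuclear lncRNAs and snoRNA host genes, 10 rose and 2 fell, also over the list alone (median 0.62, camera adjusted p = 0.0058, and adjusted p = 0.483 with an estimated correlation). GAS5 (0.85) and SNHG1 (0.87) rose, while the paraspeckle lncRNA NEAT1 (−0.92) and SNHG7 (−1.04) fell.

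Of 33 PI3K-AKT-mTOR genes 17 fell and 6 rose, also when adjusted over the list alone (median −0.17, camera adjusted p = 0.0021, and adjusted p = 0.283 with an estimated correlation). RPTOR, the scaffold of mTORC1, fell by 1.62 on the log2 scale, TSC2, which restrains mTORC1, by 1.61, the phosphatase PHLPP1 by 1.37 and AKT1 by 0.77, so activators and inhibitors fell together. TSC2 holds a site with 2 mismatches to LNA1 in an exon, and RPTOR and PHLPP1 are long genes. Of 7 protein kinase C genes, 5 fell and 1 rose (6 and 1 when adjusted over the list alone; camera adjusted p = 0.0021, and adjusted p = 0.283 with an estimated correlation), with a median of −1.2, or −0.30 with a gene at 0 counts in a group set to its bound. PRKCA (−1.59), PRKCZ (−1.56), which holds a site with 2 mismatches to LNA2 in an intron, and PRKCE (−1.54) fell, and the atypical PRKCI rose (0.39). PRKCA and PRKCE hold 12 and 14 sense matches of 10 nt or more to the LNAs, against 17 and 9 antisense matches. Of 33 cholesterol and fatty acid synthesis genes 16 fell and 5 rose (17 and 5 when adjusted over the list alone; median −0.12, camera adjusted p = 0.042, and adjusted p = 0.283 with an estimated correlation), with the elongase ELOVL6 (−0.90), LSS (−0.83) and the squalene synthase FDFT1 (−0.79) falling and TM7SF2 (0.93) rising.

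Mitotic genes went different ways in the lines. Of 56 G2/M genes, 38 rose and 7 fell in MDA-MB-468 (median 0.50, camera adjusted p = 1.2e-04, and adjusted p = 0.401 with an estimated correlation), 23 rose and 7 fell in SUM149PT (median 0.19, camera adjusted p = 0.068, and adjusted p = 0.648 with an estimated correlation), and 2 rose and 29 fell in HCC38 (median −0.24, camera adjusted p = 6.3e-04, and adjusted p = 0.348 with an estimated correlation). On average 28 rose and 15 fell, also over the list alone (camera adjusted p = 0.202, and adjusted p = 0.744 with an estimated correlation), and 43 of the 56 genes differed between lines by edgeR's interaction test. The mitotic kinase NEK2 had log2 fold changes of 1.29, 0.59 and 0.31 in MDA-MB-468, SUM149PT and HCC38 and the kinesin KIF2C 0.72, 0.47 and 0.11, while MYBL2 (mean −0.70) and GTSE1 (mean −0.79) fell on average.

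The p53 target CDKN1A (p21), for which the paper reports a rise of protein after LNA3 and a rise of RNA in SUM149PT, went from 46.5 ± 0.942 to 29.4 ± 1.99 CPM in MDA-MB-468, from 171 ± 8.51 to 164 ± 8.26 CPM in SUM149PT and from 38.4 ± 0.837 to 41.3 ± 3.90 CPM in HCC38 (SD, n = 2 each; edgeR adjusted p = 4.3e-05, 0.676 and 0.467). GADD45A rose by 1.42 in MDA-MB-468 and 0.38 in HCC38 and had 0.24 in SUM149PT, which did not pass (edgeR adjusted p = 5.0e-07, 0.049 and 0.203); without 1 library, the call in HCC38 was lost in 2 of 12 fits and SUM149PT passed in 1.

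Among the other lists, 24 of 63 DNA repair and checkpoint genes fell and 11 rose on average, also over the list alone (camera adjusted p = 0.124, and adjusted p = 0.589 with an estimated correlation; 0.0572 to 0.150 without 1 library, 6 of 12 fits passing). In HCC38, 23 fell and 1 rose (camera adjusted p = 0.0062, and adjusted p = 0.348 with an estimated correlation). The members RAD51B (−2.37), FANCC (−1.19), XRCC1 (−1.06) and FANCA (−0.99) fell on average, RAD51B and FANCC being long genes. Of 41 core apoptosis genes 21 rose and 13 fell, also over the list alone (camera adjusted p = 0.124, and adjusted p = 0.283 with an estimated correlation; 0.0771 to 0.192 without 1 library, 1 of 12 fits passing), with BIM (BCL2L11, 0.99) and RIPK1 (0.78) up and the survival gene BCL2L2 (−1.02) down. Of 17 measured replication-dependent histone genes 9 fell, also over the list alone (median −0.36, camera adjusted p = 0.188, and adjusted p = 0.744 with an estimated correlation; 0.0156 to 0.307 without 1 library, 8 of 12 fits passing), H1-3 by 1.41 and H2AC11 by 0.95; their mRNAs mostly lack poly-A tails. In SUM149PT the histone list passed, with 7 falling (camera adjusted p = 0.031, and adjusted p = 0.648 with an estimated correlation). Core apoptosis genes passed camera in SUM149PT (15 rose, 8 fell, adjusted p = 0.099, and 0.366 with an estimated correlation). They also passed in HCC38 (14 rose, 5 fell, adjusted p = 0.081, and 0.202). Ribosomal protein genes passed in MDA-MB-468 (18 rose, 2 fell, adjusted p = 0.076, and 0.781). Mitochondrial mRNAs passed in SUM149PT (5 rose, adjusted p = 0.085, and 0.648). Of 56 ribosomal protein genes 19 rose and 5 fell (15 and 5 over the list alone; camera adjusted p = 0.240, and adjusted p = 0.81 with an estimated correlation; 0.0384 to 0.466 without 1 library, 2 of 12 fits passing), RPL7 by 0.53 and RPLP1 by −0.51. Of 13 mitochondrially encoded mRNAs 6 rose and 7 did not pass (5 rose over the list alone; camera adjusted p = 0.240, and adjusted p = 0.744 with an estimated correlation; 0.0757 to 0.386 without 1 library, 2 of 12 fits passing), among them MT-ND5 (0.28).

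Cell type markers did not pass camera on average, but some did in single lines. Of 14 basal markers 7 rose and 6 fell, also over the list alone (adjusted p = 0.397, and adjusted p = 0.578 with an estimated correlation), with FOXC1 (0.67) and KRT6B (0.69) up and KRT5 (−0.41) down. In HCC38, 8 basal markers rose and 2 fell (camera adjusted p = 0.0051, and adjusted p = 0.196 with an estimated correlation), against 4 and 7 in SUM149PT (difference between these lines: camera adjusted p = 2.1e-04, and adjusted p = 0.234 with an estimated correlation). Of 14 luminal markers 6 rose and 5 fell (adjusted p = 0.677, and adjusted p = 0.744 with an estimated correlation), with FOXA1 (0.75) up and MLPH (−1.22) down, the latter with a site of 2 mismatches to LNA1 in an intron. Mesenchymal markers rose in 7 of 18 cases and fell in 3 (median 0.47, or 0.33 with genes at 0 counts set to their bound; adjusted p = 0.187, and adjusted p = 0.283 with an estimated correlation), VIM by 0.65 (0.08 in HCC38) and TAGLN by 0.83; in MDA-MB-468, 6 rose and 1 fell (camera adjusted p = 0.076, and adjusted p = 0.275 with an estimated correlation). Of 5 immune markers 3 rose and 1 fell (adjusted p = 0.435, and adjusted p = 0.624 with an estimated correlation) and of 4 erythroid and endothelial markers 2 rose (adjusted p = 0.677, and adjusted p = 0.744 with an estimated correlation), all at low counts.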
